# Gene expression analysis reveals important pathways for drought response in leaves and roots of a wheat cultivar adapted to rainfed cropping in the Cerrado biome

**DOI:** 10.1590/1678-4685-GMB-2015-0327

**Published:** 2016-10-20

**Authors:** Liane Balvedi Poersch-Bortolon, Jorge Fernando Pereira, Antonio Nhani, Hebert Hernán Soto Gonzáles, Gisele Abigail Montan Torres, Luciano Consoli, Rafael Augusto Arenhart, Maria Helena Bodanese-Zanettini, Márcia Margis-Pinheiro

**Keywords:** 454 sequencing, candidate genes, RT-qPCR, Triticum aestivum, water deficit

## Abstract

Drought limits wheat production in the Brazilian Cerrado biome. In order to search for candidate genes associated to the response to water deficit, we analyzed the gene expression profiles, under severe drought stress, in roots and leaves of the cultivar MGS1 Aliança, a well-adapted cultivar to the Cerrado. A set of 4,422 candidate genes was found in roots and leaves. The number of down-regulated transcripts in roots was higher than the up-regulated transcripts, while the opposite occurred in leaves. The number of common transcripts between the two tissues was 1,249, while 2,124 were specific to roots and 1,049 specific to leaves. Quantitative RT-PCR analysis revealed a 0.78 correlation with the expression data. The candidate genes were distributed across all chromosomes and component genomes, but a greater number was mapped on the B genome, particularly on chromosomes 3B, 5B and 2B. When considering both tissues, 116 different pathways were induced. One common pathway, among the top three activated pathways in both tissues, was starch and sucrose metabolism. These results pave the way for future marker development and selection of important genes and are useful for understanding the metabolic pathways involved in wheat drought response.

## Introduction

The central part of Brazil, consisting mostly of the Cerrado biome, is considered to be the new frontier for increasing Brazilian wheat production. Although the wheat harvest in that region can reach more than 4,000 kg.ha^−1^ on average in irrigated areas (De Mori and Só e Silva, 2013), rainfed cropping has great potential to improve production once it requires little investment and has a large area for expansion. To follow this path, rainfed wheat production in the Brazilian Cerrado must cope with three major abiotic stresses: soil acidity, heat and drought (Scheeren *et al*., 2008).

Drought is broadly accepted as the most important environmental stress in agriculture and is a major constraint on plant survival, productivity and quality (Nezhadahmadi *et al*., 2013). Drought is forecast to be exacerbated by incremental increases in temperature and changes in precipitation profiles. For instance, each degree °C of increase in global mean temperature is projected to reduce global wheat grain production by approximately 6% (Asseng *et al*., 2015). In Brazil, wheat yield is theorized to be reduced up to 31% with temperature increases of 3–4 °C, offsetting the positive effects of increased CO_2_ levels on wheat grain yield (Siqueira *et al*., 2000; Streck and Alberto, 2006). Because water is largely used in irrigated agriculture (70–90% of global water use), this sector will be heavily affected by climate change (Bär *et al*., 2015). In this context, improving drought tolerance of wheat cultivars is essential for yield increases in rainfed farming.

Plants have developed several mechanisms to address drought stress, and drought tolerance is a quantitative trait with a complex response at molecular, metabolic and physiological levels (Nezhadahmadi *et al*., 2013). In wheat, several traits, such as the timing of phenological stages, carbohydrate metabolism, stomatal conductance, osmotic adjustment, late senescence of the flag leaf, flowering time, increased root:shoot ratio, high values of soluble stem carbohydrate shortly after anthesis, and increased early ground cover, among others, have been linked to the drought tolerance response (Fischer *et al*., 1998; Foulkes *et al*., 2007; Reynolds *et al*., 2007; Nezhadahmadi *et al*., 2013). To understand the mechanisms underlying this response, gene expression analysis using subtractive cDNA libraries and microarrays have been performed in wheat (Zhang *et al*., 2004; Way *et al*., 2005; Xue *et al*., 2006, 2008; Mohammadi *et al*., 2008; Ergen *et al*., 2009; Li *et al*., 2012; Reddy *et al*., 2014). However, nowadays, the most preferred technique to evaluate gene expression is high-throughput cDNA sequencing (RNA-Seq) based on next-generation sequencing technology. Up till now, the use of RNA-seq, which is not limited to the number of transcripts pre-defined in probes, to study the drought response in bread wheat (*Triticum aestivum*) has been rare (Okay *et al*., 2014; Liu *et al*., 2015; Budak *et al*., 2015). One obstacle to that type of study in bread wheat is the complexity of its hexaploid genome, which is estimated to be 17 gigabases in size and encoding more than 124,000 genes, of which approximately 76% of the assembled sequences contain repeats (IWGSC-International Wheat Genome Sequencing Consortium, 2014).

In the present study, a gene expression analysis was performed aiming at the identification of candidate genes involved in the drought responses in a wheat cultivar adapted to the Brazilian Cerrado region. A set of 4,422 candidate genes was obtained, with 2,124 specific to roots, 1,049 specific to leaves, and 1,249 sequences that were common between both tissues. A strong correlation between RNA-seq and RT-qPCR (quantitative reverse transcription polymerase chain reaction) data was observed. The importance of specific chromosome regions and genomes, as well as the most activated pathways, are reported. These results are also applied to the understanding of the metabolic pathways involved in wheat drought response.

## Materials and Methods

### Plant material, drought stress and RNA extraction

The Brazilian wheat cultivar MGS1 Aliança (*Triticum aestivum*) was used in this study due its good productivity in rainfed farming in the Brazilian Cerrado. This cultivar showed the highest yield across different sowing dates among 152 wheat genotypes tested under drought conditions in the Cerrado (Ribeiro Júnior *et al*., 2006). MGS1 Aliança was released in 1990 by EPAMIG (Empresa de Pesquisa Agropecuária de Minas Gerais) and it is still recommended for wheat production in the Cerrado (Comissão Brasileira de Pesquisa de Trigo e Triticale (2016). Seeds of MGS1 Aliança were surface-sterilized in NaClO (0.2% of active chlorine) for 1 min, washed three times with sterile distilled water (1 min each) and germinated at 23 °C in the dark for two days. Germinated seeds were transferred to pots (3 seeds per pot) containing 6.5 kg of a mixture of soil, sand and vermiculite (2:1:1) and incubated in a glasshouse with natural light at 22 ± 4 °C. Plants were watered daily. Control plants were grown for five weeks at 100% of field capacity while, in the stress treatment, plants were watered for 2 weeks at 75% of field capacity followed by 3 weeks of water deprivation. The water status of the plants was monitored by measurement of the leaf relative water content (RWC) (Barrs and Weatherley, 1962) and the water potential (Scholander pump). All three plants from one pot were pooled and the leaves and roots were collected separately, immediately frozen in liquid nitrogen, and stored at −80 °C. Total RNA was extracted with TRIzol® reagent (Invitrogen) according to the manufacturer's instructions, and purified using an RNeasy Mini Kit (Qiagen). During the purification, a DNase digestion step was performed with an RNase-free DNase Set (Qiagen). RNA quality was assessed using a Bioanalyzer (Agilent) and samples with an RIN (RNA integrity number) > 7.5 and rRNA ratio > 1.5 were used in subsequent analyses.

### 454 Sequencing

Total RNA was sent to Macrogen Inc. (South Korea) for sequencing of four libraries (control root, treated root, control leaf, and treated leaf) on a Genome Sequencer FLX Titanium instrument (Roche) according to standard protocols.

### Sequence data analysis, *de novo* assembly and functional annotation

The sequence data analysis, assembly and annotation followed the protocol available from Macrogen. Briefly, raw data were processed using the Roche GS FLX software v 2.8. The reads were assembled using GS De Novo Assembler software v 2.6. The assembly parameters were kept at default values for both the assembly and cDNA option. Singleton cleaning (elimination of contaminants, low quality, low-complexity and vectors) was performed in SeqClean (http://sourceforge.net/projects/seqclean/), with a minimum length of 100 bp and Lucy (http://lucy.sourceforge.net/). Similarity analysis was performed using BLAST (1.0e-3 cutoff) and the Gene Ontology (GO) (http://www.geneontology.org/) database to obtain sequence annotations. The data discussed in this study have been deposited in NCBI Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE81833 (www.ncbi.nlm.nih.gov/geo).

### Statistical analysis

Statistical analyses of differentially expressed transcripts between the control and stressed treatments were performed with the DEGseq v 2.6 R package (http://www.bioconductor.org/packages/2.6/bioc/html/DEGseq.html), using the MARS model. Isotigs with a p-value < 0.001 were considered significantly different. The compared samples were: control leaf assembled sequences (isotigs) versus drought-stressed leaf assembled sequences (isotigs), and control root assembled sequences (isotigs) versus drought-stressed root assembled sequences (isotigs).

### CAP3 assembly, Blast2GO, genome assembly and functional annotation

A second round of assembly was performed with two aims: (1) to group sequences lacking previous significant identity that could belong to the same transcript but may have come from different genomic regions; and (2) to compare the expression of transcripts in each tissue (leaf and root). All the isotigs and singleton sequences from roots and leaves, as well as the quality sequence files, were used as input. The analysis was performed with CAP3 (Huang and Madan, 1999) software using default parameters, except for a 40 overlap length cutoff and a 90 overlap percent identity cutoff. Assembled sequences that contained one or more differentially expressed transcript in their composition and had previously been determined (by DEGseq) were considered as differentially expressed (DE) as well. These DE sequences (contigs and singletons) from CAP3 assembly were annotated using Blast2GO software (Götz *et al*., 2008) with default parameters. Blast2GO performs searches against the Gene Ontology (GO), the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Interpro databases in order to determine the metabolic pathways they belong to. After annotation, the sequences obtained from the Cap3 assembly were mapped against the available Ensembl genomic sequences of *Triticum aestivum* (v. 1.26; http://plants.ensembl.org/Triticum_aestivum/Info/Index) using BWA (Li and Durbin, 2010) and SAMtools (Li *et al*., 2009) to analyze the distribution of these sequences over the wheat chromosomes and genomes. Mapping was carried out using BWA-SW "-t 6" or 6 threads. A chi-square test was used to determine if the distribution among the *T. aestivum* component genomes was statistically different. To identify transcriptions factors (TFs) encoding transcripts among the genes differentially expressed under drought, the sequences were compared by similarity search (BlastP cutoff 1e-100) against the Plant Transcription Factor Database version 3.0 (PlantTFDB) (http://www.bmicc.org/web/english/search/planttfdb) (Jin *et al*., 2014).

### RT-qPCR

Drought stress treatment was similar to the procedure described previously, except that five plants were cultivated per pot and incubated in a growth cabinet with controlled conditions (22 °C with 16/8 hours light/dark and humidity at 60%). Root and leaf samples, from a pool of five plants belonging to the same pot, were collected at two time points: after two weeks of growth and after five weeks of growth. The experiment was performed in triplicate biological samples. RNA extraction and purification were performed as described above. RNA quality and quantity were assessed using a NanoDrop 2000 Spectrophotometer (Thermo Scientific) and 1.5% agarose gels. Synthesis of cDNA was done with the Thermo Script^TM^ RT-PCR System (Invitrogen) using 2 μg of DNA-free RNA and Oligo (dT)_20_ primers. Gene-specific primers were designed using Primer3Plus (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi/). RT-qPCR assays were conducted in technical triplicates using a 7500 Real Time PCR System (Applied Biosystems) with 7500 Software v2.0.6. The cycles and reactions were as follows: 10 min at 95 °C, followed by 40 cycles for 15 s at 95 °C, 30 s at 60 °C, 30 s at 72 °C, and a final melting curve analysis protocol consisting of heating to 95 °C for 15 s, 60 °C for 1 min and heating to 95 °C. Reactions were performed in a final volume of 25 μL, containing 12.5 μL of SYBR^®^ Green PCR Master Mix (Applied Biosystems), 10 μL of diluted cDNA (1:100), 0.25 μL of primers (10 μM each) and 2.25 μL of water. Relative expression data analyses were performed by comparative quantification of the amplified products using the 2^−ΔΔCT^ method (Schmittgen and Livak, 2008). The reference genes used for normalization of expression were those encoding ATPase, Ribosylation Factor, RNAseL (Paolacci *et al*., 2009), Ta10105, Ta14126 and Ta27922 (Long *et al*., 2010). The geNorm v3.5 software (http://medgen.ugent.be/~jvdesomp/genorm/) was used to select the two best reference genes for the respective experimental condition.

## Results

### Sequencing analysis

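Wheat plants of the cultivar MGS1 Aliança were grown 3 to a pot and were harvested at the tillering stage, at 5 weeks of age. Control pots were kept at 100% of field capacity throughout. Drought pots were kept at 75% of field capacity for 2 weeks and then received no water for 3 weeks. The plants of 1 pot were pooled, with roots and leaves apart, so that each of the 4 libraries is 1 pool and no condition has a replicate. The authors sequenced the libraries by pyrosequencing, assembled the control and drought reads of each tissue together, and counted the reads of each library per isotig. These read counts were compared here between the drought and control library of each tissue with the MARS model of DEGseq, the test named in the Methods, at an unadjusted p under 0.001. A count of 0 was set to 1 for this test, and the totals were the sums of the isotig columns for isotigs and the sums of the gene counts for genes. Isotigs carry the name of their best match, mostly in <i>Arabidopsis thaliana</i>, and no wheat gene identifier, so no position in the wheat genome is given. A gene here is the set of isotigs with 1 Arabidopsis match, for which 1 isotig per isogroup was counted, the one with most reads. Such a set can gather many isogroups, 15 for MC1 in roots for example, and need not be 1 wheat gene. Up-regulated and down-regulated refer to this test, and folds compare drought and control reads after division by these totals, with the 95% exact interval in parentheses. Where 1 library held no read, the fold is a lower bound against 3 reads in that library. This bound leaves out the counting error of the other library and is not the lower end of an interval. Genes were grouped in 25 lists, which were fixed, like the test and the rule for the genes named, before the data were examined. The exception is the list of genes that the paper names, which the study chose on these samples. The median log2 ratio of a list, relative to that of all genes with at least 10 reads, is given with its percentile among 10000 random lists of the same size matched on reads, as a description of these libraries. The test compares 2 libraries and not the 2 conditions, no difference has a replicate check among the libraries, and the intervals cover counting error only. The paper's replicated RT-qPCR of selected transcripts, from an independent experiment, was not analysed here.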

In order to search for candidate genes and metabolic pathways associated to drought stress in wheat, high-throughput sequencing was done using 454 sequencing technology with cDNA originating from drought-stressed and control roots and leaves. When harvested, the mean values for leaf water potential and for RWC were, respectively, −0.38 MPa and 98% in the control plants and −2.12 MPa and 50.1% in the stressed plants, indicating that, based on the parameters detailed by Hsiao (1973), the treated plants were severely drought-stressed. The sequencing analyses yielded 1,225,527 reads from the four libraries (control and treated roots, control and treated leaves). Among these, 305,731 reads were obtained for the root control sample and 300,665 for roots under drought stress. From the total 606,396 reads, 453,218 reads (74.7%) were fully assembled and 32,085 isotigs were identified, with an average size of 1,085 bases and an N50 of 1,299. 

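In roots, reads of ribosomal RNA-like isogroups made up 32.7% of the isogroup reads of the control library (95% exact Clopper-Pearson interval 32.5 to 32.9) and 35.5% of those of the drought library (35.3 to 35.7). The largest isogroup alone held 27.2% of the control and 30.3% of the drought reads. Isogroups whose isotigs had no match at the BLAST cutoff of 0.001 held 9.65% of the control reads and 12.4% of the drought reads. The isotigs had a mean length of 1086 bases and fell into 24900 isogroups. Of these isotigs, 22907 had a match at the cutoff and 20308 had one in Arabidopsis, to 9196 genes. Reads of contigs that isotigs share are repeated in each of them, so the isotig columns sum to 359899 reads in control and 393555 in drought, against 202624 and 199622 over isogroups.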

Fifteen percent (90,933 reads) were partially assembled, and 6.6% (40,377 reads) remained as singletons, with 37,457 reads considered valid. Additionally, 17,257 reads were anchored to repeat regions, 4,179 were considered outliers and 345 were too short to be used in the computational analysis (Table 1).

**Table 1:** Analyses of the reads obtained from the four libraries (root control, root stressed, leaf control, and leaf stressed)

Reads	Root	Leaf
Number of reads	606,396	619,131
Number of bases	366,686,703	345,617,595
Reads in control condition	305,731	319,997
Number of bases in control condition	184,485,642	177,132,266
Average read length	603,425	553,544
Reads in drought condition	300,665	299,134
Number of bases in drought condition	182,201,061	168,485,369
Average read length	605,994	563,244
Fully assembled	453,218	519,150
Partially assembled	90,933	65,475
Singletons	40,377	31,374
Repeat	17,257	189
Outlier	4,179	2,806
Too short	345	135
Number of isogroups	24,900	16,585
Average contig count	1.5	1.4
Number of isogroups with one isotig	20,969	14,592
Number of isotigs	32,085	19,899
Average isotig size	1085,508	952.03
N50 isotig size	1,299	1,115
Valid singletons	37,457	28,880

Isogroup is the collection of contigs containing reads that imply connections between them. Isotig is analogous to an individual transcript.

Regarding the leaf-derived sequences, 619,131 reads were used in the assembly computation (319,997 from leaves in control sample and 299,134 from leaves under drought stress). From the total, 519,150 reads (83.8%) were fully assembled and 19,899 isotigs were identified, with an average size of 952 bases and an N50 isotig size of 1,115. 

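In leaves, RBCS1A, the small subunit of the CO2-fixing enzyme Rubisco, had the most reads of all genes matched in Arabidopsis. An isogroup of 59 isotigs that matches RBCS1A shows how reads repeat: its 2652 control and 521 drought reads added up to 74334 and 10733 when each isotig was counted. Ribosomal RNA-like isogroups held 0.580% of the control isogroup reads (0.548 to 0.614) and 0.830% of the drought reads (0.789 to 0.873). The largest isogroup held 42.7% and 46.0%, and isogroups without a match held 7.61% and 9.88%. The mean length was 952 bases, and the isotigs fell into 16585 isogroups, with matches in Arabidopsis to 7009 genes. The isotig columns sum to 366382 control reads and 253923 drought reads, and the isogroups to 203328 and 183141.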

Approximately 10% of the reads (65,475 reads) were partially assembled and 5% (31,374 reads) were singletons, with 28,880 reads considered valid. Furthermore, 189 reads anchored to repeat regions, 2,806 were considered outliers and 135 were too short to be used in the computational analysis (Table 1).

### Search for candidate genes

After assembly and annotation, we searched for candidate genes differentially expressed between control and treated samples. The homogeneous distribution of the four libraries is presented in Figure S1. A total of 4,422 candidate genes was identified in both tissues (p < 0.001) (Table S1). 

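The candidates included most genes that the paper names in its text. Of 27 such genes measured in roots, 14 were up-regulated and 7 down-regulated, and of 28 measured in leaves, 9 were up-regulated and 2 down-regulated, with the same counts when adjusted over the list alone. The study chose these genes on these samples, so their counts are not independent evidence. In both tissues the LEA gene LEA14 and the proline synthesis gene P5CS1 were among those up-regulated. In total, 4282 isotigs passed the test here, 2732 in roots and 1550 in leaves, from 1295 and 833 isogroups. All of them are also candidates in the authors' table. With 0 reads set to 0.5, as in the authors' values, 4422 passed. An edgeR exact test that assumes a biological coefficient of variation of 0.4 between libraries called 564 root and 159 leaf isotigs.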

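In roots under drought, LEA genes and an enzyme of raffinose family sugars were among the genes that rose, and water channels among those that fell. SIP2, that enzyme, rose from 26 to 1006 reads, 43.8-fold (29.7 to 67.3). The LEA genes AT3G15670 and LEA14 rose from 0 to 320 and 275 reads, at least 121-fold and 104-fold higher, and the transcription factor NAC100 rose 16.3-fold (9.29 to 31.1). Among the genes that fell was MC1, a metacaspase, from 662 to 20 reads, 29.3-fold lower (18.8 to 48.2). Of 23 genes in the aquaporin list, 7 were down-regulated and 1 up-regulated, with the same counts adjusted over the list alone and 8 or 9 down-regulated under the other scalings of the libraries. TIP1;3 fell from 272 to 2 reads, a ratio of 120 (33.0 to 998), PIP1;4 fell 11.6-fold (7.45 to 19.1) and PIP2A fell 10.2-fold (7.28 to 14.8). The up-regulated member, PIP5K4, is a phosphatidylinositol phosphate kinase and not a water channel. The median of the list was -1.23 on the log2 scale relative to all genes, at percentile 0.09. At the level of genes, 334 of 9196 were up-regulated and 475 down-regulated. Among isotigs, 1087 were up-regulated and 1645 down-regulated, 39.8% of the calls being up-regulated, while with TMM-scaled library sizes 1365 were up-regulated and 1314 down-regulated, or 51.0%.

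**Figure D1:**
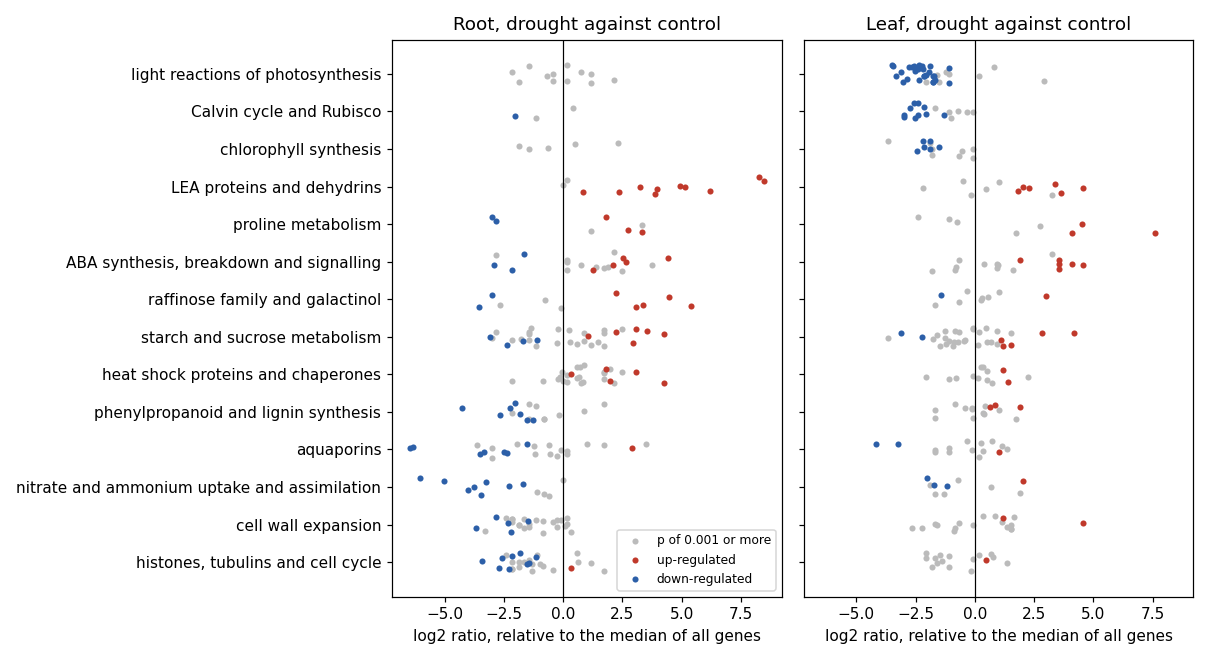
Change of each measured gene of 14 lists in roots and leaves, as the log2 ratio of drought to control reads with 1 read added to each, minus the median of all genes with at least 10 reads in the tissue. Each point is a gene from 1 library per condition, grey where p was 0.001 or more, red where up-regulated and blue where down-regulated, and with the other scalings of the libraries the called leaf genes of starch and sucrose metabolism are mostly down-regulated, and the red root point among histones and tubulins is not called under 2 of the 3.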

Among those, 2,808 isotigs were obtained from roots, with 1,100 up-regulated and 1,708 down-regulated isotigs under stress conditions. Statistical analysis showed that 1,614 isotigs in leaves were significantly different (p-value < 0.001). 

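In leaves under drought, nuclear transcripts of photosynthesis fell together. Of 36 measured genes of the light reactions, 28 were down-regulated and none up-regulated, and of 16 genes of the Calvin cycle and Rubisco, 10 were down-regulated and none up-regulated. RBCS1A fell from 6764 to 901 reads, 5.64-fold (5.26 to 6.05), the antenna protein gene LHCB4.1 fell 7.85-fold (5.81 to 10.8), and CA2, a carbonic anhydrase, fell 6.85-fold (5.82 to 8.10). In the lists of chlorophyll synthesis and of photorespiration, 6 of 14 and 5 of 10 measured genes were down-regulated and none was up-regulated, with the chlorophyll synthesis genes HEMA1 and GUN5 3.96-fold (2.96 to 5.39) and 3.31-fold (2.55 to 4.33) lower. The counts of these 4 lists were the same when adjusted over the list alone, and their medians lay at percentiles 0, 0, 0.05 and 2. Chloroplast-encoded transcripts did not fall as a group, with ratios of their shares of isogroup reads from 1.60 (1.54 to 1.67) for psbA2 to 0.574 (0.474 to 0.693) for ndhD1. Among the genes that rose were COR413-PM1, a cold-regulated membrane protein, 12.7-fold (8.11 to 21.0), HAB2, a protein phosphatase of ABA signalling, 20.4-fold (9.03 to 57.1), and the lipid transfer protein gene LTP4, 4.21-fold (3.10 to 5.79). The median log2 ratio of isotigs with at least 10 reads was 0.48 with the column sums as totals, 0.05 with the totals of Table 1, -0.06 with TMM and -0.05 with median-of-ratios size factors. The split of the calls moved with it, from 966 up-regulated and 584 down-regulated isotigs (62.3% up-regulated) to 573 and 775 (42.5%), 488 and 843 (36.7%), and 494 and 843 (36.9%). Under each of these 3 other scalings, 32 genes of the light reactions and 11 of the Calvin cycle and Rubisco were down-regulated, and none was called under an assumed coefficient of variation of 0.4. The calls of HEMA1 and GUN5 were also lost with 0.4, and those of the photorespiration genes HPR, GLDP1 and SHM1 already with 0.2.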

Up-regulation occurred in 1,017 isotigs, while down-regulation was observed in 597.

Gene Ontology (GO) categories of the candidate genes are shown in Figure 1. The functional annotation of the root and leaf isotigs revealed that 41% and 40% of the sequences were, respectively, involved in biological process, 25% and 24% in molecular function, 33% and 36% were cellular components, while the remaining sequences were no-hits. 

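Candidate isotigs of both tissues were spread over the 3 GO categories. In roots, 41.9% of the 12244 assignments of called isotigs were to biological process (95% exact Clopper-Pearson interval 41.0 to 42.8), 33.3% to cellular component (32.5 to 34.2) and 24.7% to molecular function (24.0 to 25.5). In leaves, these shares of 9079 assignments were 36.7% (35.7 to 37.7), 44.0% (43.0 to 45.0) and 19.3% (18.5 to 20.2). Down-regulated leaf isotigs had 49.2% of their assignments in cellular component, against 39.5% for up-regulated ones. Over all isotigs with a match, called or not, the shares were 41.2%, 33.4% and 25.4% in roots and 39.9%, 36.2% and 23.9% in leaves. An isotig can have several assignments, which came from the GO terms the authors gave its best match, and the intervals treat them as independent. Each isotig of an isogroup was counted, here and for the terms below. With each isotig counted once per category, the shares were 34.8%, 29.7% and 35.5% in roots and 34.1%, 31.3% and 34.5% in leaves.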

The comparison of GO terms among the four main categories revealed that the distribution of candidate genes was similar between root and leaf. 

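Called isotigs of leaves and roots differed in their shares of terms of cell structure and of regulation. Organelle part took 16.1% of the cellular component assignments of called isotigs in leaves and 9.60% in roots, and macromolecular complex took 7.56% and 2.67%. Among down-regulated leaf isotigs these shares were 18.5% and 10.3%. Biological regulation held 6.12% of the biological process assignments in leaves and 10.2% in roots. Terms of transcription factor activity held 1.25% of the molecular function assignments in leaves and 4.62% in roots. These shares describe the called isotigs of 4 libraries, without a test of the difference. The shares of these terms over all isotigs are not given, so a difference already present between the assemblies cannot be told apart. Every isotig of an isogroup counts in them: the 584 down-regulated leaf isotigs came from 279 isogroups, and 52 of them matched RBCS1A. No GO share is given with 1 isotig per isogroup.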

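Response to stimulus, the term that holds the stress genes, took a larger share of the candidates than of all isotigs in both tissues. It held 15.2% of the biological process assignments of called isotigs in roots, against 12.3% over all root isotigs, and 17.0% in leaves, against 12.8%. Cellular process held 22.2% in roots and 24.6% in leaves, and metabolic process 20.5% and 23.3%. Metabolic process was at 28.8% among down-regulated leaf isotigs and at 19.2% among up-regulated ones.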

Among the sequences annotated in biological processes, cellular and metabolic processes were highly represented. Among molecular functions, sequences related to binding and catalytic activity were the most represented GO terms. 

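Among the molecular function assignments of called isotigs, catalytic activity held the largest share, 38.5% in roots and 40.0% in leaves. Binding held 29.2% and 36.0%. Catalytic activity was at 44.1% among down-regulated root isotigs and at 27.5% among up-regulated ones. Antioxidant activity, which includes peroxidases, held 2.43% of the assignments of down-regulated and 0.889% of those of up-regulated root isotigs. Over all isotigs, binding and catalytic activity held 34.3% and 32.0% in roots and 33.5% and 34.7% in leaves.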

Regarding cellular component, the most represented category was cell part.

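Cell part held 30.2% of the cellular component assignments of called isotigs in roots and 26.5% in leaves. Organelle followed with 21.5% and 20.4%, and membrane with 14.5% and 16.5%. Membrane terms were at 16.8% among down-regulated and 10.0% among up-regulated root isotigs, and extracellular region was at 6.30% among down-regulated and 1.40% among up-regulated leaf isotigs.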

**Figure 1:**
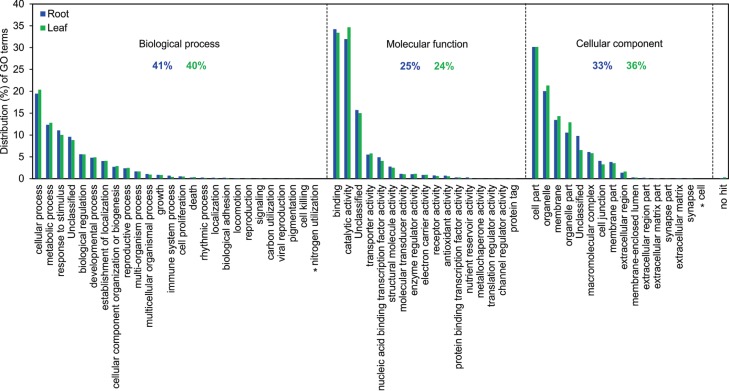
Functional annotation of the 4,422 candidate genes detected in root and leaf tissues of the wheat cultivar MGS1 Aliança under drought stress. Gene Ontology (GO) analysis was performed for three main categories (biological process, molecular function and cellular component). Asterisk indicates GO terms present in root tissue only. No-hit sequences correspond to 0.1% and 0.3% of the leaf and root sequences, respectively. Note that a sequence may have multiples terms associated to it.

### Expression profile validation

For validation of the gene expression analysis, a second and independent experiment was performed where plant samples were collected after two and five weeks of growth. For the two-week-old plants, mean leaf water potential and RWC values were −0.37 MPa and 96.7% for the control plants and −0.39 MPa and 95.8% for the treatment. After five weeks of growth, the mean values for leaf water potential and RWC were −0.42 MPa and 95.6% for the control plants and −2.04 MPa and 54.6% for the drought-stressed plants. This indicates that the plants had a similar water status before water was withheld but a different status after five weeks of growth. The analyses of the expression profile in two-week-old control (just before the irrigation withholding) as well as in five-week-old control and treated plants, allowed for the comparison of candidate gene expression not only after the drought period but also before the stress.

The relative expression of 15 root- and 20 leaf-derived transcripts (Table S2) was measured by RT-qPCR for experimental validation of the RNA-seq data. These 35 transcripts were chosen for validation because they showed different levels of expression (up- or down-regulated), are associated to different enzymes from the same pathway or belong to different metabolic pathways (Table S1). The expression of four root isotigs was not validated because the control and the drought-stressed samples after five weeks of growth were statistically similar. On the other hand, the expression of five root isotigs (R15, R24, R28, R36 and R22) were significantly different between treated and control plants after five weeks of growth (Figure 2A). When comparing the samples collected from two-week-old plants, only the R15 sequence was significantly different between treatments. For the other six isotigs, expression in control samples was not detected, but was detected in the drought-treated samples, indicating that their expression changed in response to water deprivation. Because of this change, the mean Cq values are presented (Figure 2B). A set of 20 transcripts from leaves was also evaluated by RT-qPCR. The expression of 12 isotigs (L1, L4, L8, L9, L10, L11, L15, L16, L17, L23, L25 and L29) were significantly different between the control and treated samples of five-week-old plants (Figure 3). Excluding the six root sequences with non-detected Cq values, the Pearson's correlation between the RNA-seq and RT-qPCR data for the other 29 transcripts was 0.78 (Figure S2).

**Figure 2:**
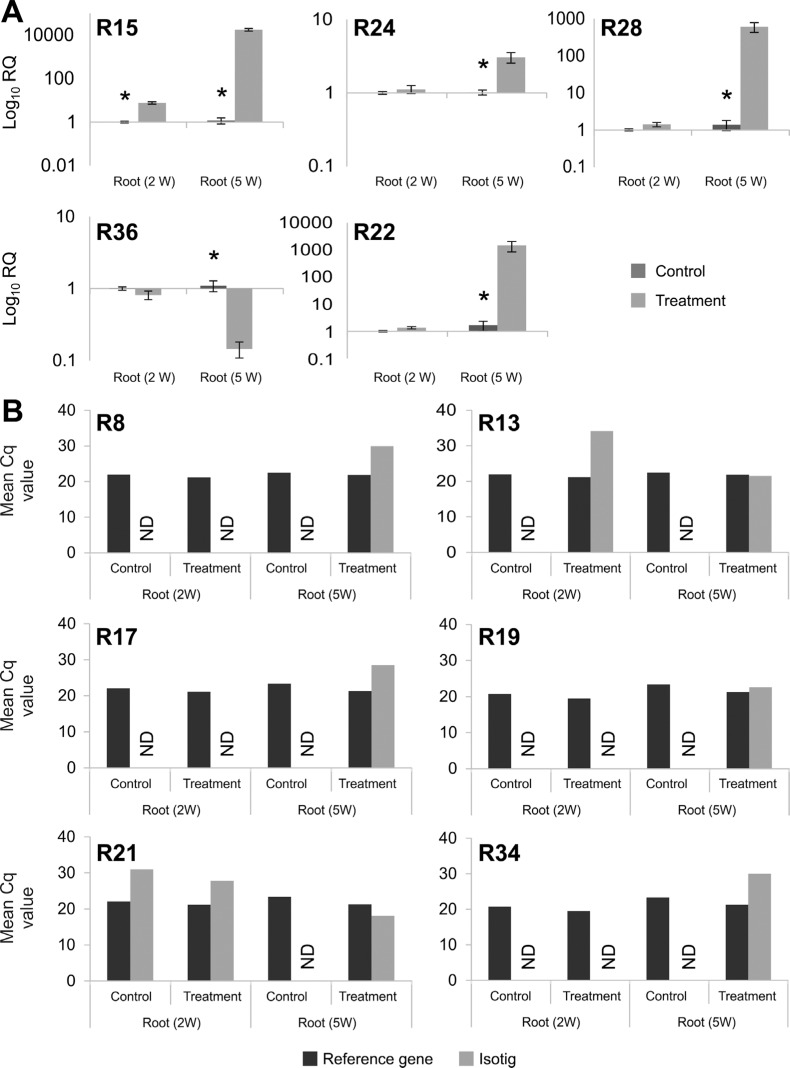
RT-qPCR analysis of selected root transcripts. Expression is shown for 11 transcripts that were validated by RT-qPCR. Wheat roots were sampled from two-week-old (2 W) plants, where control plants were irrigated at 100% of field capacity (FC) and treated plants were irrigated at 75% FC. Five-week-old (5 W) plants are represented by control plants (irrigated at 100% FC) and treated plants, where irrigation was withdrawn for three weeks. The experiment was performed in triplicate biological samples and in technical triplicates. (A) Relative expression was calculated by the 2^−ΔΔct^ method. Asterisks represent significantly different (Student's *t*-test, p ≤ 0.05) transcript levels. (B) Mean of the Cq value. "ND" means not detected. For more details on primers see Table 2 and Table S2.

**Figure 3:**
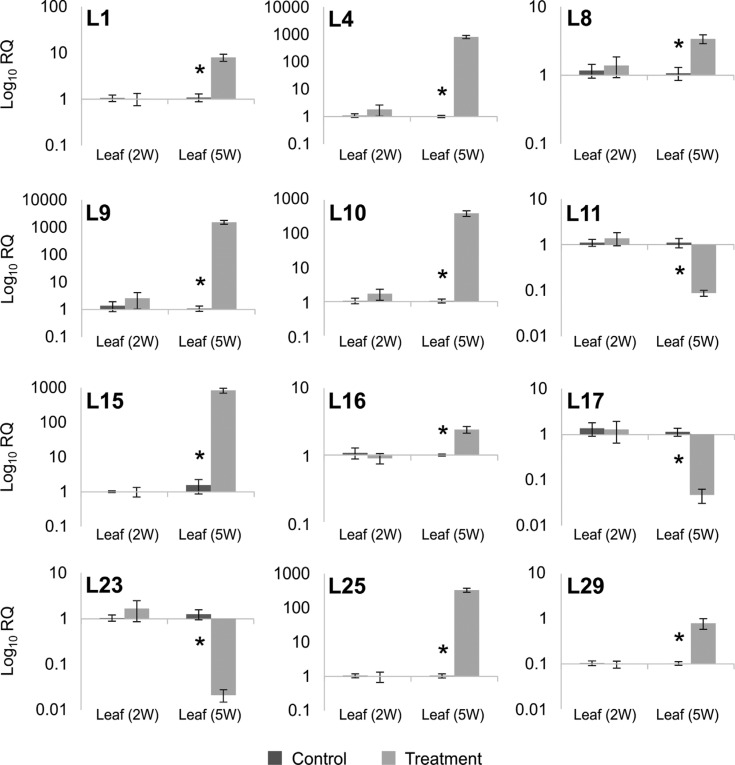
RT-qPCR analysis of selected leaf transcripts. Expression is shown for the 12 transcripts that were validated by RT-qPCR. Wheat leaves were sampled from two week-old (2 W) plants, where control plants were irrigated at 100% of field capacity (FC) and treated plants were irrigated at 75% FC. Five-week-old (5 W) plants are represented by control plants irrigated at 100% FC, and treated plants, where irrigation was withdrawn for three weeks. The experiment was performed in triplicate biological samples, with technical triplicates for each. Relative expression was calculated by the 2^−ΔΔct^ method. Asterisks represent significantly different (Student's *t*-test, *p* ≤ 0.05) transcript levels. For more details on primers see Table 2 and Table S2.

### Genome localization and tissue-specificity of the candidate genes

After comparing the candidate genes between root and leaf samples (2,808 and 1,614, respectively), 2,124 sequences were found to be specifically expressed in roots, 1,049 specifically in leaves, and 1,249 sequences were common to both tissues (Figure 4A). 

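Many genes that rose in 1 tissue under drought rose in the other. Of 5498 genes with an Arabidopsis match measured in both tissues, 615 were called in roots and 424 in leaves, 120 in both, and 102 of these in the same direction. Genes up-regulated in both tissues numbered 84 and genes down-regulated in both 18, all with at least 10 reads in each tissue. Among the 1991 genes with that many reads, independent lists of the sizes found would share 29.4 and 7.10. Of the 18 called in opposite directions, 15 fell in roots and rose in leaves, against 33.6 for independent lists. With the totals of Table 1 or TMM, alternatives chosen after seeing the data, 108 and 111 genes were called in both, of which 60 and 54 were up-regulated and 31 and 40 down-regulated in both tissues. The root isotig06719, of 3076 bases, was up-regulated from 15 to 162 reads, 9.88-fold (5.81 to 18.1), and has no match in Arabidopsis. The leaf isotig05306, of 4200 bases, matches RLP7, a receptor-like protein, and fell 3.53-fold (1.77 to 7.81), from 51 to 10 reads. Matching by name joins genes of the wheat subgenomes, can also join related genes that share a match, and is not the assembly of root and leaf sequences that the paper compared.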

One sequence specific for each tissue (isotig06719, the same as the one used to design the primer R33 listed on Table S2), and isotig05306 (annotated as "AT1G47890 - defense response - kinase activity") for root and leaf, respectively, were used for RT-qPCR analyses. The positive amplification of these sequences in specific tissues (Figure 4B) corroborates our *in silico* analysis. Searches against KEGG failed to detect pathways for these specific sequences.

**Figure 4:**
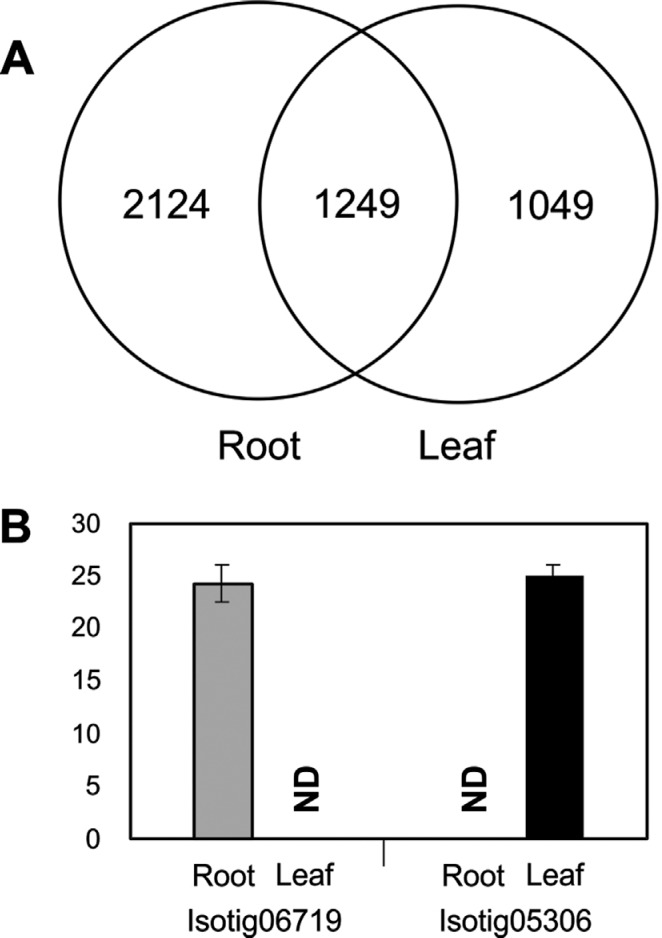
Root or leaf specific candidate genes identified in response to drought stress in the wheat cultivar MGS1 Aliança. (A) Venn diagram representing the number of candidate genes obtained after DEGseq analysis. The candidate genes are distributed in root and leaf according to CAP3 assembly. (B) RT-qPCR analysis of two randomly selected specific transcripts, showing that isotig06719 (see primer sequences on Table S2) is specifically expressed in root tissue and the isotig05306 (primers CCGTGTCACTTCCCTTGATT and GGAGAGGTTGAGATGGGTGA) is expressed in leaves only. "ND" means not detected.

An additional assembly (performed with the CAP3 software) allowed for the comparison of transcript expression between the two tissues. A total of 118,321 sequences were used (32,085 isotigs and 37,457 singletons from roots and 19,899 isotigs and 28,880 singletons from leaves). After the assembly, 11,746 contigs and 69,407 singlets were obtained with 1,393 and 2,594, respectively, considered as differentially expressed and, consequently, as candidate genes. The 3,987 candidate genes (1,393 contigs and 2,594 singlets) were analyzed for functional annotation, with 96.4% of sequences annotated and 4.5% showed mapping results (Figure S3).The highest similarity rate corresponded to sequences from *Aegilops tauschii* (30%), followed by *Hordeum vulgare* (29.5%), *Triticum urartu* (15%), *T. aestivum* (13%) and *Brachypodium distachyon* (5.5%) (Figure S3). With regards to the GO distribution of the sequences assembled by CAP3 (Figure 5), the categories with the most abundant sequences in biological processes were metabolic processes, cellular processes, response to stimulus, single-organism processes, localization and biological regulation; for molecular function the most prevalent categories were catalytic activity and binding; and for cellular components the categories were cell, organelle and membrane.

**Figure 5:**
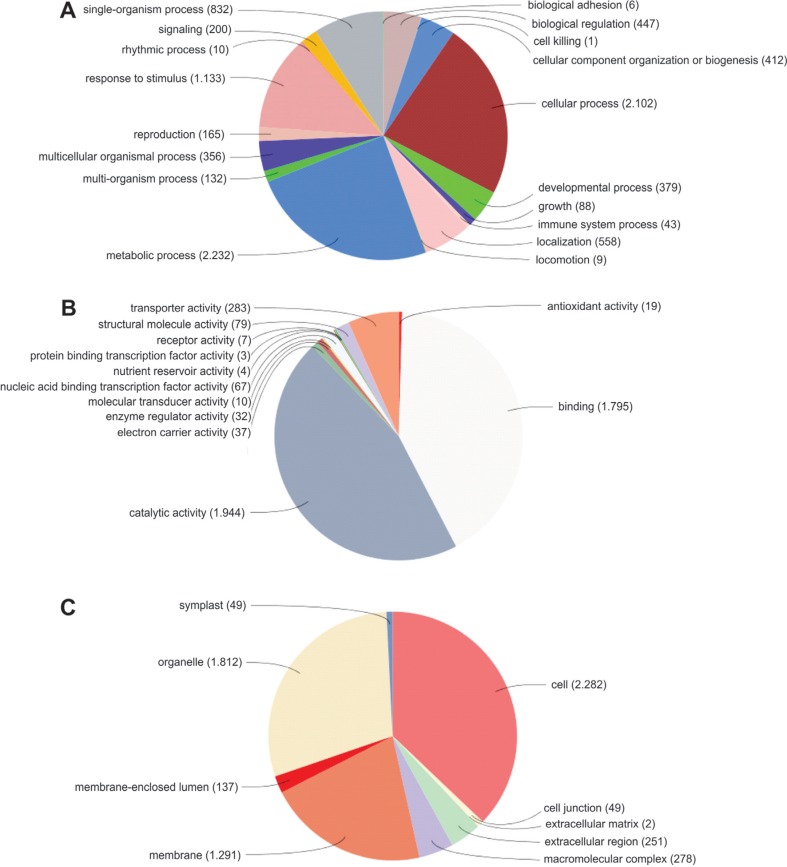
Pie diagrams demonstrating the percentage of contigs and singlets generated in CAP3 within the functional categories of Gene Ontology. Results are based on Blast2GO data mining. (A) Biological process, (B) molecular function, and (C) cellular component.

To identify biological pathways that are active in wheat drought response, the 3,987 candidate genes described above were analyzed using Blast2GO software against KEGG pathways. The results revealed 116 different pathways (Table S3) involved in wheat drought response. The top 20 pathways (with the highest number of sequences) for root and leaf tissues are presented in Figure 6. Among the top 20 pathways in both tissues, 28 different pathways were detected, with 12 pathways in common but ranked in different positions. Starch and sucrose metabolism pathway-related transcripts had the highest ranking in roots but were the third most commonly identified ones in leaves. In addition, the number of sequences for the fructose and mannose pathways was 3.5 times higher in leaves, while the arginine and proline metabolism pathway presented a similar number of sequences for both tissues. We also analyzed putative pathways related to the 22 up-regulated sequences with annotation that were tested by RT-qPCR (Table S2). Among the 22 transcripts, 10 generated results when searched against KEGG, revealing 13 different pathways (Table 2). With the exception of L4, whose function was not linked to a specific pathway, all isotigs remained in the same enzyme classes and pathways as identified before the assembling with CAP3.

**Figure 6:**
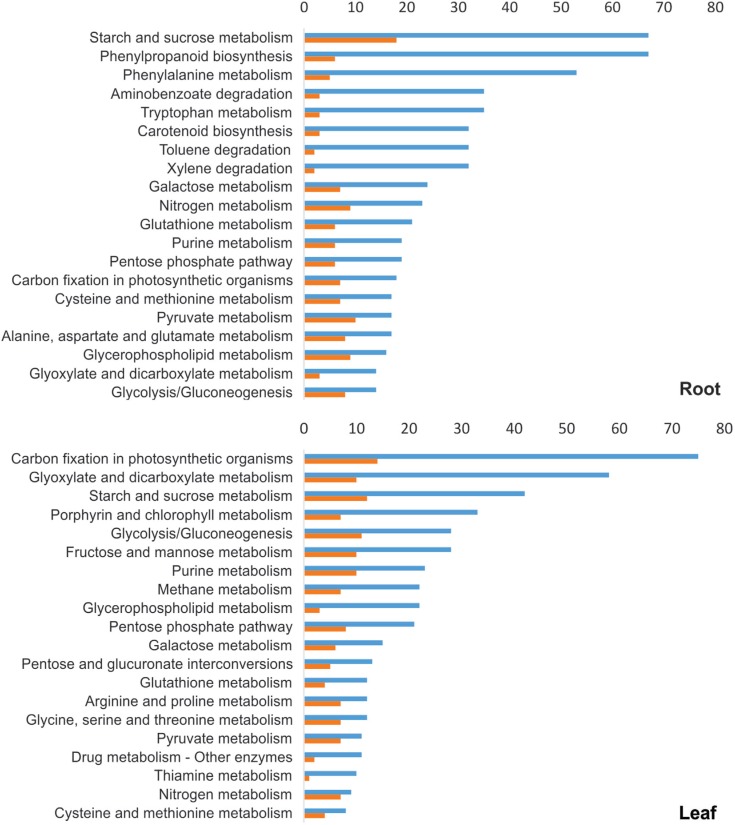
Top 20 biological pathways of root and leaf tissues activated in the wheat cultivar MGS1 Aliança under drought conditions. Sequences were analyzed by Blast2GO against the Kyoto Encyclopedia of Genes and Genomes (KEGG). Blue bars represent the number of sequences and orange bars represent the number of enzymes.

**Table 2:** Biological pathways related to 10 sequences validated by RT-qPCR and the respective contigs where they assemble in CAP3.

Primer*^1^	Pathway*^2^	#Seqs	#Enzs
R8	Fructose and mannose metabolism	Contig607LR	ec:1.1.1.21 - reductase
R8	Galactose metabolism	Contig607LR	ec:1.1.1.21 - reductase
R8	Glycerolipid metabolism	Contig607LR	ec:1.1.1.21 - reductase
R8	Glycosphingolipid biosynthesis - globoseries	Contig607LR	ec:3.2.1.22 - melibiase
R8	Pentose and glucoronate interconversions	Contig607LR	ec:1.1.1.21 - reductase
R8	Pyruvate metabolism	Contig607LR	ec:1.1.1.21 - reductase
R24	Arginine and proline metabolism	Contig3704LR	ec:2.7.2.11 - 5-kinase; ec: 1.2.1.41 - dehydrogenase
R28	Galactose metabolism	Contig575LR	ec:2.4.1.82 - galactosyltransferase, ec:3.2.1.22 - melibiase
R28	Glycerolipid metabolism	Contig575LR	ec:3.2.1.22 - melibiase
R28	Sphingolipid metabolism	Contig575LR	ec:3.2.1.22 - melibiase
L4	Purine metabolism	Contig506LR	ec:3.6.1.3 - adenylpyrophosphatase
L8	Arginine and proline metabolism	Contig5346LR	ec:1.2.1.19 - dehydrogenase
L8	Beta-Alanine metabolism	Contig5346LR	ec:1.2.1.19 - dehydrogenase
L8	Glycine, serine and threonine metabolism	Contig5346LR	ec:1.2.1.8 - dehydrogenase
L9	Pyruvate metabolism	Contig178LR	ec:1.1.1.38 - dehydrogenase (oxaloacetate-decarboxylating)
L10	Starch and sucrose metabolism	Contig472LR	ec:2.4.1.12 - synthase (UDP-forming)
L15	T cell receptor signaling pathway	Contig149LR	ec:3.1.3.16 - phosphatase
L25	Arginine and proline metabolism	Contig132L	ec:2.7.2.11 - 5-kinase; ec: 1.2.1.41 - dehydrogenase
L29	Arginine and proline metabolism	Singlet	ec:2.7.2.11 - 5-kinase; ec: 1.2.1.41 - dehydrogenase

Analysis was performed with Blast2GO against the Kyoto Encyclopedia of genes and Genomes (KEGG). #Seqs means the number of sequences in that pathway; #Enzs indicates the number of enzymes corresponding to the sequences.

*1 One primer can correspond to more than one pathway.

*2 Alphabetical order based on the primer name. See more detail of the primers in Table S2.

An analysis of the distribution of candidate genes across the wheat genome was done by BLAST searches against the sequenced *T. aestivum* cv. Chinese Spring genome (Figure 7, Figure 8). Among the 3,987 candidate genes assembled by CAP3, 158 transcripts could not be mapped. More candidate genes were located in the B genome (p < 0.001 by the chi-square test) compared to the A and D genomes (Figure 7A). In addition, chromosomes 3B, 5B and 2B had more sequences related to drought response (Figure 7B). Candidate genes specific to roots or leaves and in common between the two tissues were detected in all genomes and chromosomes (Figure 7C-E). Although chromosomes 3B, 5B and 2B showed the highest number of candidate genes, most of the transcripts mapping to these chromosomes were down-regulated. In fact, only chromosomes 5A, 6B, 7B and 3D presented at least 10% more up-regulated transcripts than down-regulated ones. The chromosomes with more up-regulated sequences were 3B, 5B and 2A. The CAP3 assembly also allowed for the identification of no-hits candidate genes per chromosome (expression only in root or leaf and expression in both tissues), where 88 no-hit sequences were detected (Figure 8). The two chromosomes with the highest numbers of no-hit sequences were chromosomes 2B and 3B. In these chromosomes, most of the no-hit sequences was specific to roots (Figure 8B).

**Figure 7:**
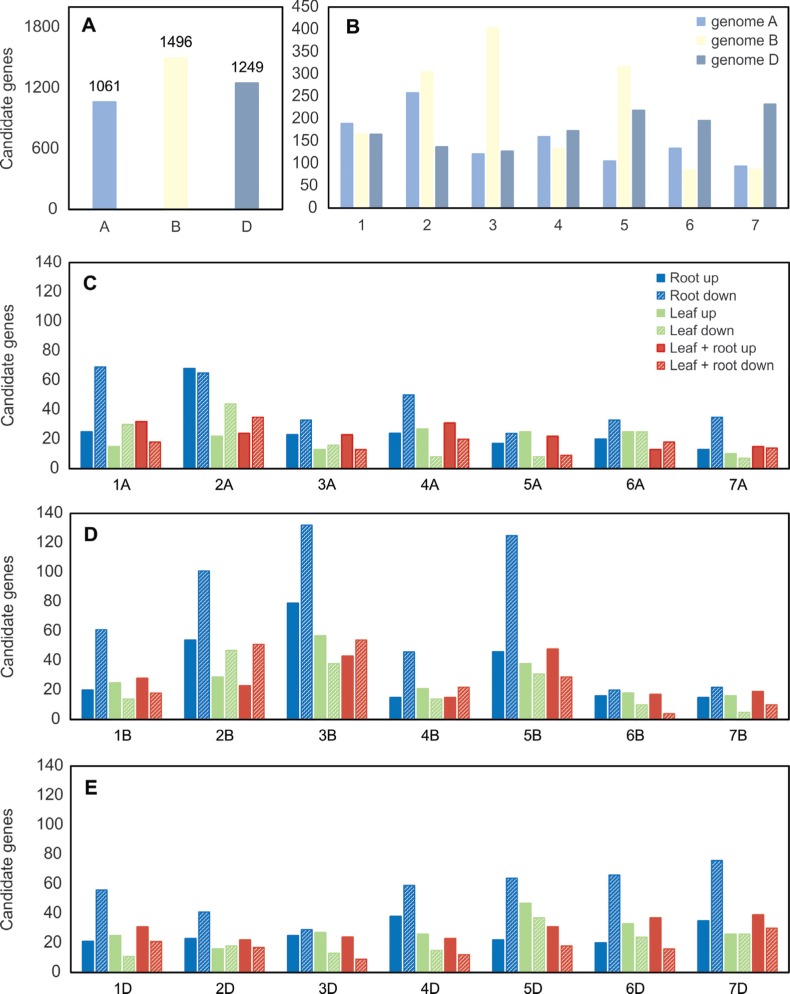
Genome distribution of the candidate genes associated to drought response in the wheat cultivar MGS1 Aliança. Sequences were retrieved by BLAST against the *Triticum aestivum* cv. Chinese Spring genome at an E-value cutoff 1e-100. (A) Number of candidate genes per genome. (B) Total number of candidate genes per chromosome. (C), (D) and (E) Number of candidate genes that are up- or down-regulated and that are specific to roots, leaves, in common between both tissues for genome A, B and D, respectively.

**Figure 8:**
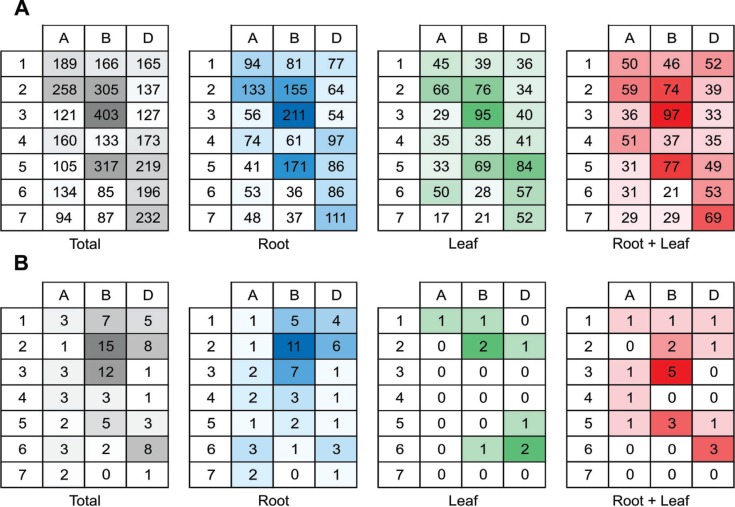
Heat map showing the localization of the candidate genes associated to drought response in the wheat cultivar MGS1 Aliança. Hit distribution by tissue was obtained by BLAST against the genome of *Triticum aestivum* cv. Chinese spring at an E-value cutoff 1e-100. Numbers represent the hit distribution for each chromosome. "Total" means hit distribution of all sequences. "Root" means hit distribution of transcripts specifically expressed in roots. "Leaf" means hit distribution of transcripts specifically expressed in leaf. "Root + Leaf" means hit distribution of transcripts expressed in common between root and leaf. Darker colors mean higher number of reads. (A) All the candidate genes. (B) Only the candidate genes classified as no-hit.

### Transcription factors

Transcription factors (TFs) play a central role in the plant response to drought (Tuberosa and Salvi, 2006). Thus, we searched for TFs among the differentially expressed sequences. To achieve this, the similarity of the sequences was evaluated against a plant transcription factor database (PlantTFDB) with an E-value cutoff of e-100. Several TFs, such as E2F/DP, SRS, WOX, M-type, NF-YB, GRF, LBD, CPP, GeBP, STAT, BBR-BPC, Whirly, BES1, NF-YA, NF-YC, HB-PHD, GATA, DBB, NF-X1, VOZ, CO-like, AP2, B3, SBP, Dof, ARR-B, HB-other, MIKC, EIL, Nin-like, Trihelix, G2-like, HD-ZIP, CAMTA, MYB, HSF, ERF, TALE, WRKY, C2H2, FAR1, bHLH, NAC, bZIP, MYB related, C3H, ARF, GRAS and DREB were found (Figure S4). 

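Members of the transcription factor families the paper lists were called in both tissues, and the tissues were not compared by a test. Among 145 measured root genes of these families, 7 were up-regulated and 13 down-regulated (5 and 8 adjusted over the list alone), and the median, -0.26 relative to all genes, lay at percentile 5.28. The heat shock factor HSFC1 rose from 7 to 47 reads and MYB305 from 0 to 29, at least 10.9-fold higher. MYB48 fell 3.00-fold (2.35 to 3.85) and 5 genes of the WRKY family fell, WRKY11 from 44 to 11 reads, WRKY18 from 18 to 2 (not called by Fisher's exact test), WRKY65 from 24 to 3, WRKY69 from 25 to 0 and WRKY70. Of 84 measured leaf genes, 2 were up-regulated and 1 down-regulated (1 and 1 adjusted over the list alone), with a median of -0.08 relative to all genes, and DREB1A fell from 34 to 2 reads, 12.8-fold (3.27 to 110). ERF1-1 and ERF1-2, up-regulated in roots, and ERF1-3, up-regulated in leaves, are translation release factors that share a symbol with the ethylene response factors. The other up-regulated leaf gene was HSFC1, from 1 to 12 reads, so the 1 left after adjustment over the list was ERF1-3. The leaf call of HSFC1 was also lost with an assumed coefficient of variation of 0.2, TMM and size factors. The list takes families by the symbols of Arabidopsis matches, not by the database of the paper, and under TMM and size factors more leaf members were down-regulated than up-regulated.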

The species with the greatest numbers of hits were *Oryza sativa japonica*, *Sorghum bicolor*, *T. aestivum* and *B. distachyon* (data not shown).

## Discussion

Rainfed wheat plants growing in the Cerrado biome need to cope with different abiotic stresses, with drought being one of the most important factors. In this context, a wheat cultivar adapted to that region represents an excellent model to study drought response mechanisms. Here, we identified 4,422 candidate genes associated to severe drought response in both root and leaf tissues during the tillering stage of the wheat cultivar MGS1 Aliança. Although the early stages of pollen development are the most vulnerable to drought in cereals (Fischer, 1973), seed germination and early seedling growth are also considered critical stages for wheat establishment (Zhang *et al*., 2014). Therefore, the early phase of wheat development is an important stage to evaluate the effect of drought. Moreover, for wheat farming in the Cerrado, dry spells can occur during the tillering stage (Ribeiro Júnior *et al*., 2006).

The functional annotation of the transcripts reported here (Figure 1) is in agreement with other reports (Deokar *et al*., 2011; Li *et al*., 2012; Zhou *et al*., 2012). However, one important difference is the technique used here (454 sequencing technology) in comparison to the one used to evaluate the gene expression in previous studies. The 454 technology is an ‘open’ system in which gene expression can be accurately measured by counting the detected identical transcripts, potentially capturing all the transcripts in a sample (Coram *et al*., 2008). Although the Blast2GO analysis showed similarity of the bread wheat expressed sequences with *A. tauschii* and *H. vulgare* (Figure S3), sequences with unknown function or no-hits were also found (Figure 8B). The no-hit sequences are an important contribution of high-throughput sequencing techniques because they represent a more complete description of gene expression and should be important to understand drought stress response in wheat. 

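Isotigs without a match at the BLAST cutoff were more often up-regulated than down-regulated where they passed the test. In roots, 301 of 9178 such isotigs were up-regulated and 115 down-regulated, or 72.4% up-regulated among the called, against 33.9% for isotigs with a match. In leaves, 108 of 5668 were up-regulated and 10 down-regulated, or 91.5%, against 59.9%. With 1 isotig per isogroup and the largest isogroup left out, 105 were up-regulated and 77 down-regulated in roots and 70 and 7 in leaves, since isotigs of an isogroup repeat reads. Of the up-regulated isotigs, 88 in roots and 45 in leaves had no read in the control library. A smaller share passed than among isotigs with a match, 4.53% against 10.1% in roots and 2.08% against 10.1% in leaves. No position on a chromosome was analysed here for these isotigs.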

In our survey, the distribution of the no-hit sequences was higher on chromosome 2B (38, considering both chromosome arms). Regarding the three wheat genome components, the B genome harbored the highest number of no-hit sequences (44) when compared to the D genome (27) and A genome (17) (Figure 8B).

The total number of identified repressed transcripts in response to drought (2,305 for roots and leaves) was higher than the number of induced transcripts (2,117 for both tissues). However, when considering each tissue separately, the number of repressed transcripts was lower than the induced transcripts in leaves (597 repressed and 1,017 induced) but higher in roots (1,708 repressed and 1,100 induced). 

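Counted by gene, 355 of 7009 leaf genes were up-regulated and 181 down-regulated, or 66.2% up-regulated among the called. The share was 48.8% with the totals of Table 1 (238 and 250 genes), 33.5% with TMM (163 and 323) and 43.7% with median-of-ratios size factors (210 and 271). In roots, 41.3% of the called genes were up-regulated, and 33.0%, 38.3% and 31.5% under the same 3 scalings. With 1 isotig per isogroup and the sums of these isotigs as totals, 525 root isotigs were up-regulated and 674 down-regulated, and 342 and 354 in leaves. With the sums over all isotigs kept as totals, a setting chosen after seeing the data, the leaf counts were 541 and 266. The photosynthesis genes RCA and FBA2, 3.78-fold (3.38 to 4.24) and 4.23-fold (3.63 to 4.95) lower in leaves, stayed down-regulated under each scaling.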

A higher number of repressed transcripts under drought conditions in hexaploid wheat was also reported by other authors (Mohammadi *et al*., 2008; Li *et al*., 2012). To validate the repression/induction detected by the RNA-seq experiment, we used RT-qPCR to confirm the expression profile of 35 candidate genes (15 from roots and 20 from leaves). These candidate genes are representative of different pathways or code for different enzymes in the same pathway (Table S2), providing a broad validation of the RNA-seq experiment. The RT-qPCR assays revealed statistically significant differences for 73.3% and 60% sequences from root and leaf, respectively (Figure 2, Figure 3). Significant differences were not detected for the remaining sequences, but the direction of the expression profile was generally the same, and the Pearson's correlation between the RNA-seq and RT-qPCR data was 0.78 (Figure S2). It is important to note that the RT-qPCR assays were done as a second and independent experiment for confirmation of the gene expression. For RNA-seq experiments reported previously by others, the RT-qPCR correlation coefficients varied from 0.58 to 0.98 (Nagalakshmi *et al*., 2008; Kogenaru *et al*., 2012). The RT-qPCR technique was also used to confirm the expression of two tissue-specific sequences found among the candidate genes (Figure 4).

An important mechanism used by plants to tolerate drought is osmotic adjustment (Nezhadahmadi *et al*., 2013). In this process, accumulation of solutes in cells allows to decrease the osmotic potential and to maintain the cell turgor as drought stress develops. Osmoprotectants synthesized in response to drought stress include low molecular weight and highly soluble compounds, such as sugars, proline, polyols, and quaternary ammonium (Pintó-Marijuan and Munné-Bosch, 2013). In wheat, osmotic adjustment is positively associated with higher yield under drought stress and could partly explain the genotypic variation in stomatal response of wheat cultivars that differ in their responses to drought (Morgan and Condon, 1986; Izanloo *et al*., 2008). Here, we identified the sucrose metabolism as an important pathway for drought response in the cultivar MGS1 Aliança (Figure 6). 

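Genes of starch and sucrose metabolism changed in both directions. In roots, 6 of 32 measured genes were up-regulated and 4 down-regulated (5 and 4 adjusted over the list alone). The beta-amylase gene BAM1 rose from 4 to 37 reads and the sucrose phosphate synthase gene SPS1F from 36 to 67, a call lost under Table 1 totals and size factors, while the vacuolar invertase gene AT1G62660 fell 3.26-fold (2.23 to 4.88). In leaves, 5 of 32 were up-regulated and 2 down-regulated (3 and 2 adjusted over the list alone), with BAM1 11.7-fold (4.66 to 37.8) higher and the phosphorylase gene PHS2 lower, from 24 to 2 reads. The list medians, 0.27 and -0.42 relative to all genes, lay at percentiles 90.1 and 11.0. Under the 3 other scalings, 2 or 3 leaf genes were up-regulated and 6 down-regulated, and in roots the totals of Table 1 and size factors gave 4 and 4. The paper states, with reference to Fig. 6, that sucrose metabolism was an important pathway for the drought response. That figure ranks pathways by their number of candidate sequences, which is not the measure used here. In the paper's RT-qPCR, L10, a leaf transcript of this pathway, differed significantly between treated and control plants.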

When considering both tissues separately, the sucrose metabolism pathway was still found to be among the three most important ones. 

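Sucrose synthase, which splits sucrose to UDP-glucose, rose in some forms and fell in others. In leaves, SUS3 rose from 5 to 113 reads, 30.1-fold (12.5 to 94.4), and SUS2 rose 3.11-fold (1.83 to 5.45), a call lost under TMM and an assumed coefficient of variation of 0.2. In roots, SUS2 rose 8.67-fold (4.31 to 19.8), while SUS4, the form with most reads, fell from 425 to 177 reads, 2.12-fold (1.78 to 2.54), and SUS6 fell from 47 to 4. Of the 5 root isotigs of SUS4, 3 were down-regulated and 2 up-regulated. Of the starch synthases, SS1 rose from 0 to 16 reads and SS3 from 1 to 20 in roots, and in leaves they had 43 and 24, and 16 and 24, control and drought reads, without a call. The starch branching enzyme gene SBE2.2 was called higher in roots, with 3 and 16 reads, and in leaves, with 9 and 23, but both calls were lost under Fisher's exact test, Table 1 totals and size factors, among others, and the leaf call also under TMM. The small subunit of ADP-glucose pyrophosphorylase, ADG1, had 8 control and 6 drought reads in roots and 36 and 12 in leaves, without a call. Of these genes, those other than SUS2, SUS3 and SUS4 were chosen after their values were seen.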

There are four enzymes that play a key role in starch metabolism: EC 2.4.1.13 - Susase, EC 2.7.7.27 - AGPase, EC 2.4.1.21 - STSase and EC, 2.4.1.18 - SBE (Yang *et al*., 2004), and all these enzymes, except for AGPase, were activated during the water stress evaluated in this study. These enzymes also played an important role when previously evaluated in wheat plants grown under water stress conditions (Ahmadi and Baker, 2001). In addition, starch and sucrose metabolism, phenylpropanoid biosynthesis, and glyoxylate and dicarboxylate metabolism were also the most frequently detected KEGG pathways in a transcriptome analysis of *Paulownia australis* grown under drought conditions (Dong *et al*., 2014). Furthermore, proline is a solute that plays a role as a protective agent for cells under osmotic stress, performing an important function in the drought stress response (Nezhadahmadi *et al*., 2013). In our study, the P5CS1 and DELTA-OAT transcripts, related to proline biosynthesis, were up-regulated in leaf and root tissues (Table S4). In contrast, the ALDH12A1 and P5CS2 transcripts were up-regulated only in leaves, and the ALDH1 transcript was up-regulated in roots only. 

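P5CS1, the rate-limiting enzyme of proline synthesis from glutamate, rose in leaves from 1 to 405 reads, a ratio of 539 (96.2 to 2.13e+04), and in roots from 5 to 53 reads, 12.0-fold (4.83 to 38.4). The log2 ratio of roots minus that of leaves was -5.03, past an adjusted threshold of 0.001 in a z test on the 4 counts. Relative to the median of each tissue, a comparison chosen after seeing the data, it was -4.57 and missed that threshold. The reads came from 2 isogroups in roots and 8 in leaves, of separate assemblies, so the wheat sequences compared need not be the same. DELTA-OAT, which makes the proline precursor from ornithine, rose in leaves from 0 to 17 reads, at least 7.54-fold, and in roots from 4 to 29, 8.20-fold (2.88 to 32.1). Of 7 root genes of proline metabolism, 3 were up-regulated and 2 down-regulated, and of 8 leaf genes, 3 were up-regulated and none down-regulated, with the same counts adjusted over the list alone and under each scaling. The 2 down-regulated in roots were AT5G38710, a proline dehydrogenase, 8.31-fold (3.32 to 26.8), and the proline transporter PROT1, from 17 to 1 read. The medians of the list, 1.80 and 2.23 relative to all genes, lay at percentiles 99.9 and 100, and were 1.59 and 1.82 before this subtraction with genes of 0 reads at their bound. Of these calls, P5CS1 and P5CS2 in leaves held under an assumed coefficient of variation of 0.4. After Benjamini-Hochberg adjustment over all root genes, 3 of the list were up-regulated and 1 down-regulated.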

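ALDH12A1, which oxidizes the product of proline breakdown to glutamate, rose in roots from 14 to 46 reads, 3.72-fold (2.01 to 7.32). In leaves it had 3 control and 13 drought reads, 5.77-fold (1.58 to 31.6), and was not called by gene, although 1 of its 2 isotigs was. P5CS2, a second form of the P5CS1 enzyme, was measured in leaves, from 0 to 23 reads, at least 10.2-fold higher over 5 isotigs, none of which was called on its own. No root isotig had P5CS2 as its match, and no isotig of either tissue carried the symbol ALDH1. The difference between tissues for ALDH12A1 did not pass its test. The call in roots was lost with an assumed coefficient of variation of 0.2.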

In fact, the arginine and proline metabolism pathway is among the top 20 pathways found to be induced in leaves (Figure 6).

Other transcripts already linked to the drought response were found among the candidate genes (Table S4). These transcripts include glutathione S-transferase and others related to glutathione biosynthesis and catabolism (GGT1, GSTU25, AT1G65820 and GSTU18 down-regulated in roots; GSH1 and OXP1 up-regulated in roots; GR1 up-regulated in leaves; GSTL3 up-regulated in leaves and roots, and ERD9 down-regulated in roots and up-regulated in leaves); dehydrins (DHN1 up-regulated in leaves and roots); and other late embryogenesis abundant (LEA) proteins (LEA7 was down- and up-regulated in leaves, while up-regulation was observed for AtLEA4-1, LEA14, LEA and LEA4-5; in roots, LEA14, AT2G46140, AtLEA4-1 and LEA7 were up-regulated, while ACC1 was down-regulated). These proteins are important enzymes involved in stress responses, helping to cope with detoxification and reducing cellular damage by recovering denatured proteins and stabilizing membranes (Koag *et al*., 2003; Umezawa *et al*., 2006). For example, the wheat LEA genes PMA1959 and PMA80 improved water deficit resistance in rice (Cheng *et al*., 2002), and the wheat dehydrin, DHN-5, improved drought tolerance when overexpressed in *Arabidopsis thaliana* (Brini *et al*., 2007). Moreover, these proteins are among the differentially expressed transcripts detected in hard red winter wheat cultivars submitted to water-deficit conditions (Reddy *et al*., 2014).

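LEA proteins, which protect membranes and proteins during water loss, rose together in roots, where 10 of 12 measured genes of LEA proteins and dehydrins were up-regulated and none down-regulated. In leaves, 6 of 12 were up-regulated and none down-regulated (10 in roots and 5 in leaves adjusted over the list alone), and 4 or 5 under the other scalings. In roots the other scalings gave 8 or 10, and Benjamini-Hochberg adjustment over all genes gave 8. An assumed coefficient of variation of 0.4 left 5 root genes up-regulated. The medians, 3.91 and 1.94 relative to all genes, both lay at percentile 100, and with genes of 0 reads at their bound they were 2.81 and 2.16 before this subtraction. In roots, AtLEA4-1 rose from 1 to 53 reads, a ratio of 60.0 (10.3 to 2.41e+03), LEA7 from 0 to 31, at least 11.7-fold, and AT2G46140 5.47-fold (2.90 to 11.2). In leaves, LEA14 rose from 2 to 73 reads, a ratio of 48.6 (13.0 to 409), and ERD10, a dehydrin, 7.05-fold (5.09 to 9.96). LEA7 had 43 control and 32 drought reads in leaves, with 3 of its 5 isotigs up-regulated and 1 down-regulated, and isotigs matching DHN1 rose from 0 to 69 reads in roots and had 0 and 5 in leaves, without a call. Genes of glutathione metabolism went both ways in roots, with 3 of 24 up-regulated and 4 down-regulated, and 1 of 20 was up-regulated in leaves, with the same counts adjusted over the list alone. GGT1 fell in roots from 37 to 0 reads, at least 10.9-fold, and GSTU18 fell 4.86-fold (2.73 to 9.31), while OXP1 rose 6.03-fold (2.49 to 17.7), GSH1 3.39-fold (1.93 to 6.27) and GSTL3 6.29-fold (3.06 to 14.5). In leaves GSTL3 rose 4.49-fold (1.99 to 11.4), a call that TMM ended, and GR1 had a ratio of 2.76 (1.41 to 5.65) without being called by gene, though its 6 isotigs, all of 1 isogroup, were called. ERD9 had 134 control and 96 drought reads in roots, where 1 of its 12 isotigs was up-regulated and 4 were down-regulated. ACC1, an acetyl-CoA carboxylase, fell in roots from 77 to 31 reads, a call lost when adjusted over all genes.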

Another strategy to decrease the effects of drought is to retard leaf senescence (a process that is accelerated in drought-sensitive genotypes). In practical terms, leaf senescence leads to reduced yield, meaning that the suppression of drought-induced leaf senescence is desirable (Jewell *et al*., 2010). In the MGS1 Aliança genotype analyzed here, candidate genes with GO terms related to leaf senescence were found in both tissues (RCA, HAI1 and LTI65 in leaf and SAG12, SAG29, LTI65, ARF1, WRYK70 and OPR1 in root) (Table S4). Moreover, many candidate genes related to the biosynthesis of the hormone abscisic acid (ABA) were also found in our study; for example, the AAO3 and NCED3 (9-cis-epoxycarotenoid dioxygenase) transcripts, which code for important enzymes in the ABA biosynthesis pathway (Table S4). 

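The senescence genes of roots moved in opposite directions. SAG29, a sugar transporter of the SWEET family, rose from 0 to 133 reads, at least 50.2-fold, while SAG12, a cysteine protease that marks senescence in leaves, fell from 152 to 11 reads, 12.2-fold (6.64 to 25.0). The SAG12 match gathers 10 isogroups in roots, so the fall need not be that of 1 wheat gene or of the senescence marker itself. LTI65, an ABA-responsive protein, rose in roots from 0 to 65 reads, at least 24.5-fold, and in leaves from 0 to 12, at least 5.32-fold, the leaf call being lost under TMM and size factors. WRKY70 fell in roots from 21 to 0 reads, at least 6.19-fold, and HAI1, a phosphatase of ABA signalling, rose in leaves from 0 to 17. ARF1 (32 control and 12 drought reads in roots) and OPR1 (13 and 0) were not called by gene, though each was by isotig. Of 10 root genes listed for senescence and chlorophyll breakdown, 2 were up-regulated and 1 down-regulated, also adjusted over the list alone, with a median of -0.30 relative to all genes, and none of 7 leaf genes was called.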

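NCED3, which catalyses the first committed step of ABA synthesis, rose in leaves from 1 to 24 reads, a ratio of 31.9 (5.21 to 1.31e+03), and had 3 control and 11 drought reads in roots, 4.15-fold (1.10 to 23.2), without a call. AAO3, the oxidase of the last step, fell in roots from 72 to 20 reads, 3.18-fold (1.92 to 5.51), and had 2 and 5 reads in leaves. ABA2, of a step between, and ABA3, which activates AAO3 as a molybdenum cofactor sulfurase, fell in roots from 16 to 1 and from 34 to 6 reads; they were looked up after their values were seen. The difference between tissues did not pass its test for NCED3 or AAO3. The call of AAO3 was lost with an assumed coefficient of variation of 0.2, and that of NCED3 with 0.4. With 0.2, no root gene of the list of ABA synthesis, breakdown and signalling stayed down-regulated.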

Overexpression of the NCED3 transcript in Arabidopsis leads to tolerance of drought (Iuchi *et al*., 2001). ABA synthesis increases in plants under water stress, inducing stomatal closure, reducing water loss via transpiration, and shaping transcript expression, which is also important for response to salinity and cold (Shinozaki and Yamaguchi-Shinozaki, 1997; Mahajan and Tuteja, 2005; Guóth *et al*., 2009). In addition, transcripts related to ABA transduction signaling were also identified; for example, the OST1 transcript, which responds to ABA stimulus controlling stomatal closure (Mustilli *et al*., 2002; Yoshida *et al*., 2002).

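OST1, a kinase of ABA signalling in guard cells, rose in roots from 28 to 62 reads, 2.51-fold (1.58 to 4.07), a call lost with an assumed coefficient of variation of 0.2. In leaves it had 10 control and 22 drought reads, without a call, and 1 of its 3 isotigs was called. Some clade A phosphatases, which act against OST1, also rose, though they were not counted as a list. Among them were in leaves HAI3 from 1 to 49 reads, a ratio of 65.2 (11.2 to 2.63e+03), HAB1 19.4-fold (7.96 to 61.6) and HAI2 from 9 to 38 reads, and in roots HAB1 7.17-fold (3.01 to 20.7). HB-7, a transcription factor induced by ABA, rose 21.3-fold (6.86 to 107) in leaves and 4.63-fold (2.36 to 9.92) in roots. Over the list of ABA synthesis, breakdown and signalling, 6 of 16 leaf genes were up-regulated and none down-regulated, and 5 of 19 root genes up-regulated and 3 down-regulated, with the same counts adjusted over the list alone. The medians, 1.29 and 1.37 relative to all genes, lay at percentiles 99.95 and 99.985. Under the other scalings 1 or 2 leaf genes were also down-regulated, and with an assumed coefficient of variation of 0.4, 3 leaf genes and no root gene were called. After Benjamini-Hochberg adjustment over all root genes, 5 of the list were up-regulated and 2 down-regulated.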

The candidate genes induced by drought stress and classified as "transcription factors" were less numerous than reported by Li *et al*. (2012). In this category, TFs such as bZIP, CBF, EREBP, WRKY, MADS, NAC and Myb were found (Figure S4). Some of these TFs have been analyzed by others, being up-regulated in roots of a drought-tolerant genotype (Okay *et al*., 2014) and induced by drought stress in different species of *Triticum* (Baloglu *et al*., 2014). A large number of TFs has also been found to be differentially regulated in response to heat, drought and their combination (Liu *et al*., 2015). In addition, an increase in drought tolerance has been demonstrated in transgenic plants over-expressing some of those TFs, such as transgenic Arabidopsis expressing NAC TF or TaMYB2A (Mao *et al*., 2011; Li *et al*., 2014), rice expressing the DREB1A from Arabidopsis (Ravikumar *et al*., 2014), wheat plants overexpressing MYB-TF (TaPIMP1) or TaERF3 (Zhang *et al*., 2012; Rong *et al*., 2014) and tobacco expressing TaABP1 (bZIP-TF) or TaWRKY10 (Cao *et al*., 2012; Wang *et al*., 2013).

One of the practical applications of the isolation of drought-related genes is the development of transgenic plants that are more tolerant to drought stress. So far, several papers have reported on that approach, using transcripts belonging to some of the functional groups discussed above. Examples in transgenic wheat include osmoprotectant genes (Abebe *et al*., 2003; Vendruscolo *et al*., 2007), LEA proteins (Sivamani *et al*., 2000; Bahieldin *et al*., 2005), a gene from the C_4_ pathway (Qin *et al*., 2015) and TFs (Morran *et al*., 2011; Xue *et al*., 2011; Saint Pierre *et al*., 2012; Zhang *et al*., 2012). In these reports, the experiments were performed with genes obtained from *A. thaliana* (*DREB*), *Atriplex hortensis* (*BADH*), *Escherichia coli* (*mtlD* or *betA*), barley (HVA1), cotton (*GhDREB*), rice (*SNAC1*), or *Vigna aconitifolia* (*P5CS*). Only a few studies have been performed with genes isolated from wheat, such as *TaDREB2*, *TaDREB3*, *TaNAC69-1*, or *TaPIMP1* (Morran *et al*., 2011; Xue *et al*., 2011; Zhang *et al*., 2012). So far, field data regarding the performance of these transgenic plants have not been conclusive, with the transgenic lines not outperforming the controls or showing unstable performance along the years (Bahieldin *et al*., 2005; Saint Pierre *et al*., 2012). Nonetheless, it should be interesting to evaluate the production of these plants in the Cerrado region.

The candidate genes found here are distributed across all component genomes and chromosomes of the wheat genome (Figure 7, Figure 8). The number of sequences belonging to the B genome was higher in comparison with the A and D genomes. During evolution, the diploid genomes A and B (from wild species related to *T. urartu* and *Aegilops speltoides*, respectively) underwent an alloploydization event to form the tetraploid wheat *T. turgidum*, followed by another alloploydization with the D genome (*Aegilops tauschii*) (Leach *et al*., 2014). It has been shown that there is a tendency of B genome homoeoloci to contribute more to gene expression in wheat than A or D genome homoeoloci (Leach *et al*., 2014). Moreover, the wild *T. turgidum* spp. *dicoccoides* (AABB genome), which is the ancestor of cultivated *T. turgidum* ssp. *durum* and *T. aestivum* (Budak *et al*., 2013), contains a gene pool enriched for various agronomic traits, including drought tolerance (Peleg *et al*., 2008; Ergen *et al*., 2009). That information could encourage investigations on drought response in tetraploid wheat, and that tolerance could be incorporated into synthetic lines. However, it is important to note that the interaction among the A, B and D genomes could activate or silence homeologous genes (Wang *et al*., 2011), making the introduction of genes from the B genome into the hexaploid genome a laborious task. Figures 7 and 8 also show that chromosomes 3B, 5B and 2B contribute with a greater number of drought-related transcripts in both roots and leaves. In wheat, quantitative trait loci (QTL) identified under different water regimes have been reported for traits like, for example, canopy temperature, carbon isotope discrimination, photosynthetic parameters and yield or yield components (Sheoran *et al*., 2016). Virtually all wheat chromosomes and component genomes contain QTL for drought tolerance, most of them explaining a small fraction of the observed phenotypic variation. When focusing on chromosomes 3B, 5B and 2B, the major regions identified in our study, QTL for a number of traits correlated to drought tolerance have been described like, for instance, abscisic acid, canopy temperature, carbon isotope discrimination, chlorophyll content, coleoptile length, flag leaf rolling index, flag leaf senescence, grain number, grain size, grain weight, normalized difference vegetation index, water soluble carbohydrates, phenology (anthesis, heading, maturity), plant height, and yield (Sheoran *et al*., 2016). The co-localization of the QTL with some of the candidate genes obtained in this survey could be an interesting target for future work.

In conclusion, the present study allowed for the identification of genes related to important pathways for drought response in the wheat cultivar MGS1 Aliança, a well-adapted cultivar for rainfed farming in the Cerrado biome. Clearly, our results showed that the main pathways activated under water deprivation differ for roots and leaves. Increments in drought tolerance through conventional and biotechnological approaches should take this difference into consideration. The drought stress-related transcripts described here will be further characterized to provide targets of interest for breeders. They are also important to elucidate the complex regulatory network(s) of the drought response. The characterization of candidate genes that are differentially expressed among drought-tolerant and -sensitive genotypes can help identify useful molecular markers and candidate genes. In the long run, the interesting targets and molecular markers can be used to achieve more sustainable wheat production.

## Supplementary Material

The following online material is available for this article:

Figure S1 - Gene expression distribution between control and drought-stressed (treated) roots and leaves of the wheat cultivar MGS1 Aliança.

Figure S2 - Correlation of transcript levels between RNA-seq and RT-qPCR data.

Figure S3 - Results of the Blast2GO analysis with the 3,987 candidate genes.

Figure S4 - Transcription factor distribution by family.

Table S1 - Set of 4,422 candidate genes identified in root and leaf tissues of the wheat cultivar MGS1 Aliança under drought.

Table S2 - Group of transcripts used in validation by RT-qPCR.

Table S3 - Biological pathways activated in wheat under drought (Blast2GO and KEGG analysis)

Table S4 - Details of selected candidate genes.

# Supplementary material for: Gene expression analysis reveals important pathways for drought response in leaves and roots of a wheat cultivar adapted to rainfed cropping in the Cerrado biome
**Source:** Genet Mol Biol. 2016 Oct 20;39(4):629–45. doi: 10.1590/1678-4685-GMB-2015-0327
**Supplement:** Supplementary file 4

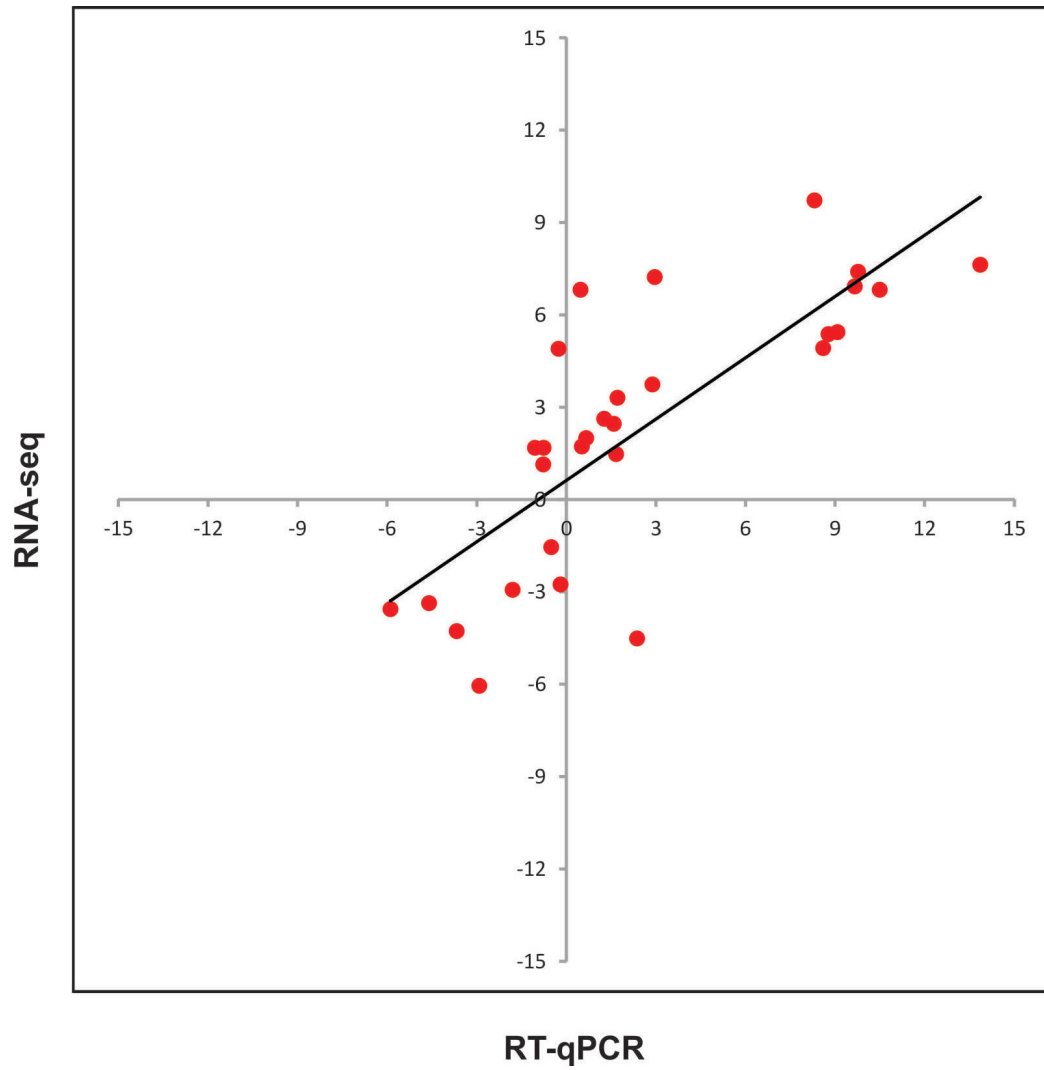

Figure S2 - Correlation of transcript levels between RNA-seq and RT-qPCR data. The analysis was performed for nine root- and 20 leaf-derived transcripts. Individual gene expression was calculated by fold change ($\log_2$) of control and drought-stressed samples. The Pearson correlation coefficient is 0.7804.

# Supplementary material for: Gene expression analysis reveals important pathways for drought response in leaves and roots of a wheat cultivar adapted to rainfed cropping in the Cerrado biome
**Source:** Genet Mol Biol. 2016 Oct 20;39(4):629–45. doi: 10.1590/1678-4685-GMB-2015-0327
**Supplement:** Supplementary file 5

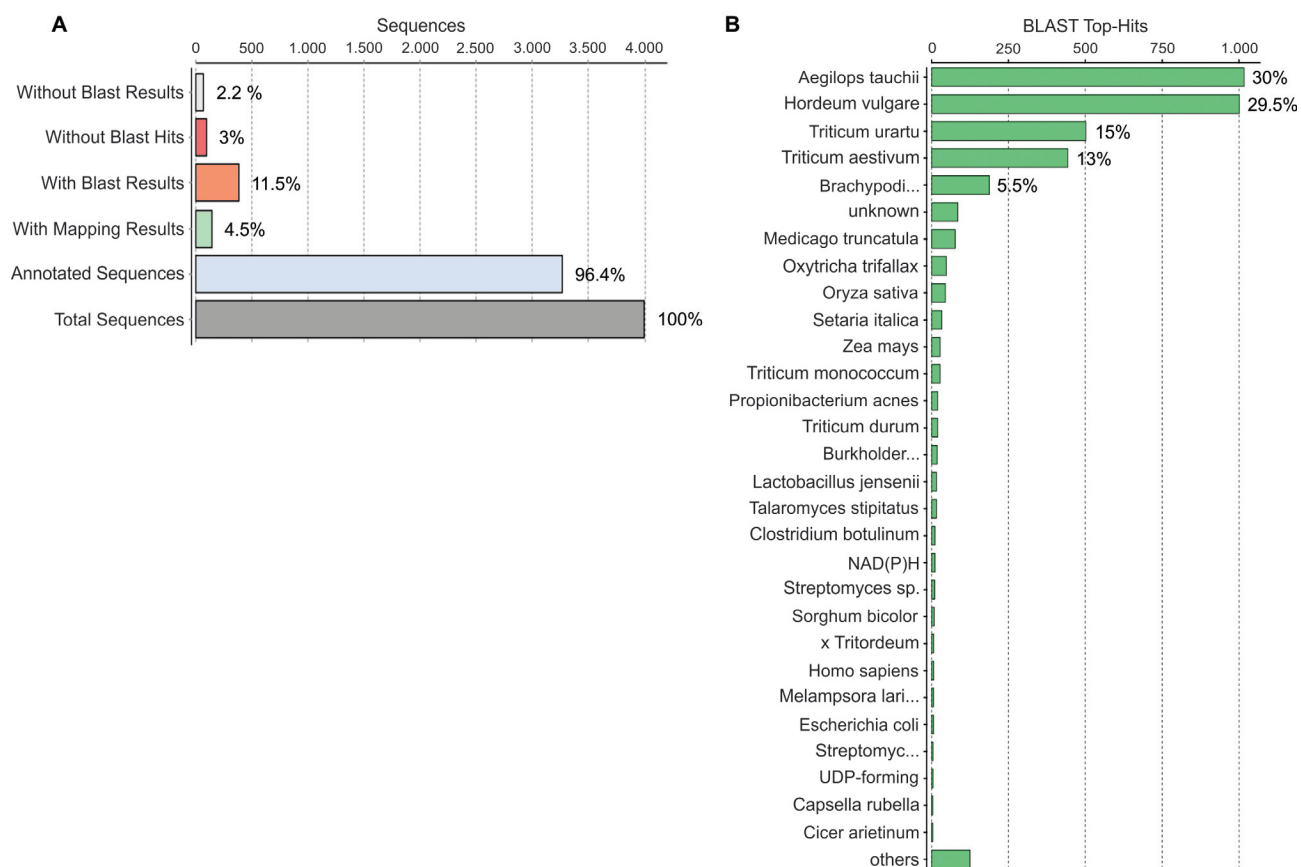

**Figure S3** - Results of the Blast2GO analysis with the 3,987 candidate genes obtained after an additional assembly performed with CAP3 software. **(A)** Data distribution according to BLAST, mapping and annotation results. **(B)** Distribution of similarity in different species.

# Supplementary material for: Gene expression analysis reveals important pathways for drought response in leaves and roots of a wheat cultivar adapted to rainfed cropping in the Cerrado biome
**Source:** Genet Mol Biol. 2016 Oct 20;39(4):629–45. doi: 10.1590/1678-4685-GMB-2015-0327
**Supplement:** Supplementary file 7

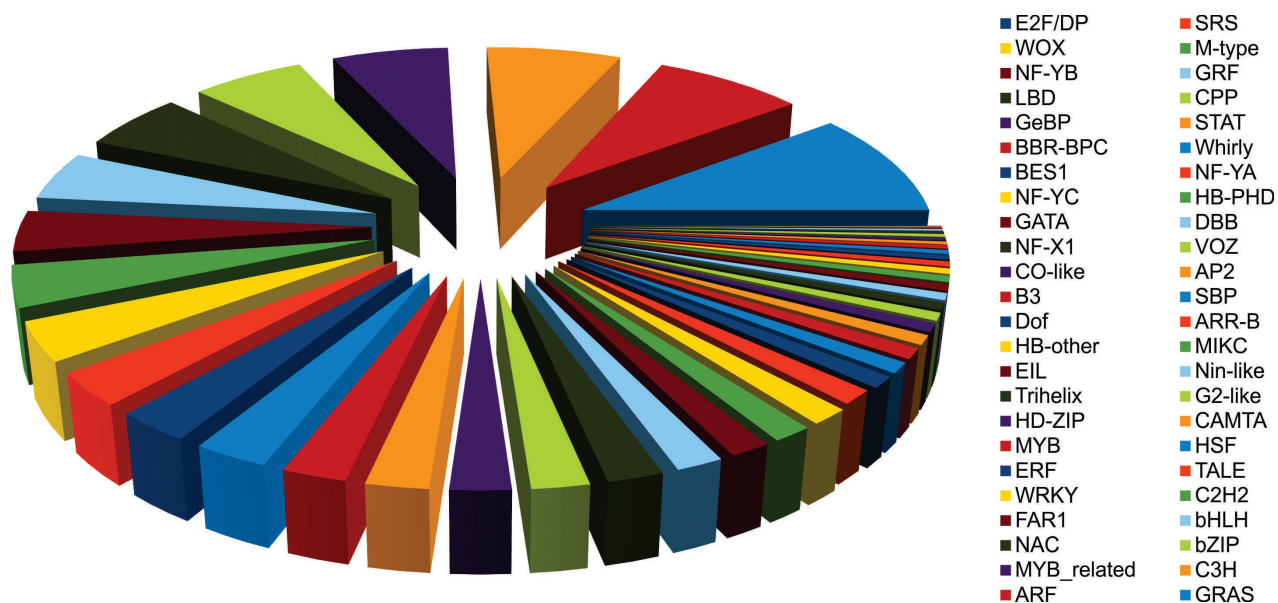

Figure S4 - Transcription factor distribution by family. Candidate genes were compared by similarity searches (cutoff 1e-100) against the Transcription Factor Database (TFDB). Among the TF families, GRAS, ARF, C3H, and MYB proteins were the most abundant ones.

How the deposited data were processed for this re-analysis (not part of the article)

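Roots and leaves of drought-stressed and control plants of the wheat cultivar MGS1 Aliança gave 4 libraries, 1 for each tissue and condition, each from the pooled plants of 1 pot. The authors sequenced them on a Roche GS FLX Titanium, assembled the 2 libraries of each tissue together with GS De Novo Assembler, and deposited the read count of each library per isotig and per isogroup. In the deposited counts, reads of a contig shared by isotigs of an isogroup are repeated in each isotig. The deposited RPKM values were made by the authors from these counts, isotig lengths and library reads, and were used here only to test that formula. The deposited log2 values are the log2 ratios of drought to control reads that the authors computed, and a second column subtracts the log2 ratio of the column sums, 0.13 in roots and -0.53 in leaves. The deposited z-score and p-value of each isotig came from the MARS model of DEGseq as run by the authors, who called candidates at p under 0.001, and a count of 0 stands as 0.5 in them. The authors also deposited the bit score and the E-value of the best BLAST match of each isotig and the GO categories of that match. Matches up to an E-value of 0.1 are listed, and those at the stated cutoff of 0.001 were used here.

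The MARS model was written again in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and with 0 set to 0.5 it gave the calls of the authors. With 0 set to 1, the setting used here, 76 root and 64 leaf candidates of the authors were not called. The sums of the isotig columns served as totals for isotigs, and the sums of the gene counts for genes. Gene counts were built from the isotigs with 1 Arabidopsis match at the cutoff, 1 isotig per isogroup, and sum to 108518 reads in the control and 95919 in the drought library of roots, and to 83351 and 62623 in leaves. Isotigs without a read in the library numbered 4600 and 6550 in roots and 4366 and 3152 in leaves. The genes named are, for each tissue, the 10 up-regulated and the 10 down-regulated genes with the largest absolute z, every gene named by the paper, and from each list of genes the 3 called members with the largest absolute z. Others are given where a count or an enzyme called for them. The lists took members by Arabidopsis symbols and loci, and a few symbols matched by pattern belong to unrelated proteins, which are named where they were called.

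Folds have exact binomial intervals conditional on the sum of the 2 counts. The bounds given where 1 library held no read have no such interval. The drought effects of 103 named genes measured in both tissues were compared between tissues by a z from the Poisson variance of the 4 counts with 0.5 added to each, adjusted over these genes by Benjamini-Hochberg. On simulated data, with changes placed in 200 features of each table, the test called 10 of 68 changed root isotigs at 2-fold, 33 of 63 at 4-fold and 57 of 69 at 8-fold, with 18 calls among 30418 unchanged ones (30618 tested). For leaf isotigs these were 11 of 70, 36 of 67 and 58 of 63, with 8 calls among 18725 (18925 tested). For root genes they were 9 of 68, 41 of 75 and 47 of 57, with 8 among 8841 (9041 tested), and for leaf genes 4 of 47, 35 of 69 and 72 of 84, with 1 among 6619 (6819 tested). The simulated counts held counting noise alone, with no spread between pots and no reads repeated between isotigs. The calls among unchanged features are therefore not the error rate of the test on these libraries.

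The alternatives tried were Fisher's exact test, Benjamini-Hochberg adjustment, the exact test of edgeR 4.0.16 with an assumed coefficient of variation of 0.2 or 0.4, library totals of Table 1, TMM (edgeR), median-of-ratios size factors (DESeq2 1.42.0, R 4.3.3), a minimum of 10 reads, 0 set to 0.5, a minimum of 2-fold, 1 isotig per isogroup with the sums of these isotigs as totals, and for genes the sum of all isotigs or the isotig with most reads alone. Figures were drawn with matplotlib 3.10.9. Singletons, the summed GO weights, RT-qPCR, KEGG pathways and the assembly across tissues were not analysed here. The available table of wheat genes could not be joined, because the isotigs carry no wheat gene identifier.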

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

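The tests of explanations in this part, and the comparison relative to the median of each tissue, were chosen after the results were seen. For 27 of 103 named genes, the log2 ratios of the root and leaf libraries differed at an adjusted p under 0.001 in the z test on the 4 counts. Each value below is the log2 ratio of roots minus that of leaves. Many of these genes were named for a large change in 1 tissue of these same libraries, which favours a difference from the other tissue. The test covers counting error only. Roots and leaves were assembled apart and joined by Arabidopsis match, so the wheat sequences behind a name can differ between tissues. SAG12, for example, had 10 isogroups in roots and 1 in leaves. Genes of phenylpropanoid and lignin synthesis were lower in roots relative to leaves: PRX52 -4.70, PAL4 -4.59, CCoAOMT1 -2.89, C4H -1.92 and PAL1 -1.65. So were the aquaporins PIP1;4 -4.36, GAMMA-TIP -2.78, PIP2;5 -2.75 and PIP1;5 -2.75, and the lipoxygenases LOX1 -3.40 and LOX5 -1.25. In metabolism, P5CS1 was at -5.03, NIR1 at -3.31, ASN1 at -3.14, ATMS1 at -3.12 and NiaP at -2.50. The other negative values were CSLD2 -4.26, SAG12 -3.52, AT5G10770 -2.63, TUA6 -2.36, MC1 -2.19, ERD10 -1.95 and UBQ1 -1.72. Positive values were found for SIP2 (1.90), CAT2 (2.19), HEMA1 (2.53) and DHAR2 (4.27). PAL4, LOX1, ATMS1, CCoAOMT1 and TUA6 were down-regulated in roots and up-regulated in leaves, and CAT2 the reverse, although the leaf calls of LOX1, CCoAOMT1 and TUA6 were lost under the 3 other scalings. Relative to the median of each tissue, 21 genes passed, and P5CS1, SAG12, GAMMA-TIP, PIP2;5, AT5G10770, C4H and LOX5 were not among them.

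The paper does not discuss the chloroplast-encoded transcripts, which held 4.51% of the isogroup reads of control leaves and 5.77% of those of drought leaves. Isotigs matching <i>Escherichia coli</i> held 0.493% (0.463 to 0.525) and 0.507% (0.475 to 0.541) of the leaf reads, and none of the root reads, which allows up to 0.00182% in the control.

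Nuclear transcripts of the light reactions fell from 3.77% to 0.995% of the leaf isogroup reads, while the chloroplast-encoded share did not fall, and the scaling of the leaf libraries, which moves all transcripts alike, is argued against as the cause of this contrast, since reads of the light reactions per chloroplast-encoded read were 4.85-fold lower (4.57 to 5.14) in the drought library. More RNA without a poly(A) tail in that library would lower all nuclear transcripts alike and is argued against as the cause of the nuclear fall, since the median log2 ratio of the light reactions was -2.11 relative to all genes, below that of all random lists. For the chloroplast-encoded share it stays open: it would raise these transcripts by 1 factor, and 5 of 10 had an interval below the group ratio of 1.28, but psbA2 sets that ratio, and without psbA2 it was 1.04 with 2 of 9 below it. Ribosomal RNA-like reads, also without such a tail, had a higher share in drought leaves, and the 10 called chloroplast-encoded isotigs, 1 per isogroup, were all up-regulated with the isotig column sums as totals, while by isogroup reads ndhD1 and ndhK were lower. A lower expression of nuclear photosynthesis genes under drought stays open and was not tested, as no condition has a replicate.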

How the results depend on the processing

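The cause of each change below was not tested, except that the stricter tests and single isotigs have less to call by construction. Root isotigs up-regulated and down-regulated numbered 598 and 950 with an assumed coefficient of variation of 0.2, 283 and 281 with 0.4, and 525 and 674 with 1 isotig per isogroup, a setting that also takes the totals from these isotigs. Root genes numbered 199 and 286 after Benjamini-Hochberg adjustment, 150 and 244 with 0.2, and 46 and 63 with 0.4. Up-regulated leaf isotigs numbered 574 after adjustment, 470 with 0.2, 128 with 0.4, 573 with the totals of Table 1, 488 with TMM, 494 with size factors and 342 with 1 isotig per isogroup, and down-regulated ones 286 with 0.2, 31 with 0.4 and 354 with 1 isotig per isogroup. In settings added after seeing the data, 1 leaf isotig per isogroup gave 541 and 266 with the column sums of all isotigs, 419 and 319 with the isogroup of the Rubisco small subunit entering by its own reads, and 325 and 363 with Table 1. Up-regulated leaf genes numbered 201 after adjustment, 173 with 0.2, 33 with 0.4, 163 with TMM, 210 with size factors and 906 with all isotigs summed, and down-regulated ones 72 with 0.2, 4 with 0.4 and 323 with TMM. Genes called in both tissues numbered 63 after adjustment and 7 with 0.4, and under the 2 scalings added after seeing the data 108 and 111. The difference between tissues passed for 30 genes with 1 read added, and the comparison relative to tissue medians was also added after seeing the data. Of 48 pairs of list and tissue with measured genes, the list named by the paper included, 41 had more members called one way than the other, and 16 did with 0.4. Members up-regulated minus down-regulated changed sign for glutathione metabolism (1 in roots with the isotig with most reads alone, and -2 with TMM and -1 with size factors in leaves) and for starch and sucrose metabolism (-1 in roots and -1 in leaves with that isotig alone, and -3, -4 and -3 in leaves with Table 1, TMM and size factors). They also changed sign for transcription factors (2 in roots with 0.4, and -1 in leaves with TMM, with size factors and with the isotig with most reads alone), for nitrate and ammonium assimilation in leaves (1 with 0.2) and for the housekeeping comparison in leaves (-2 with TMM). The median of ribosomal proteins in roots was 0.082 on the log2 scale with 5 reads added, against -0.03 with 1. All 41 directions held under Fisher's exact test, a minimum of 10 reads and 0 set to 0.5, 34 with Table 1, 32 with TMM and 33 with size factors. Of 165 pairs of a named gene and a tissue, 142 were called, 38 of them with 0.4 and 98 with 0.2, and none reversed. Counting each isotig with at least 1 assignment once per category, biological process, cellular component and molecular function held 34.8%, 29.7% and 35.5% in roots and 34.1%, 31.3% and 34.5% in leaves. The depth limits small changes: in simulated root genes, 9 of 68 changed 2-fold were called (9041 tested). No paired analysis was possible because each condition of a tissue has 1 library.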

Differences from the paper's values

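The paper's share of candidate sequences without a match is 0.3% in roots and 0.1% in leaves, and here 11.9% and 6.06% of the called isotigs had none listed. With the authors' own calls the values were 11.9% and 6.51%, so neither set of calls gave the paper's values. Other settings were not tried for this share. Among all isotigs 23.7% and 24.2% had no match listed. The legend speaks of leaf and root sequences and does not name isotigs, so the shares need not be of 1 unit.

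The paper states that more leaf candidates were induced than repressed, which held here for isotigs (966 and 584) and turned round under Table 1 totals (573 and 775), TMM (488 and 843), size factors (494 and 843) and 1 isotig per isogroup with totals from these isotigs (342 and 354), but not with 1 isotig per isogroup and the totals kept (541 and 266), a setting chosen after seeing the data. For roots the paper states the opposite, more repressed than induced, which held here for isotigs (1087 up-regulated and 1645 down-regulated). It also held under Table 1 totals (1237 and 1428), size factors (1182 and 1448) and 1 isotig per isogroup (525 and 674). With TMM (1365 and 1314) and an assumed coefficient of variation of 0.4 (283 and 281) it did not. By gene, more root genes were down-regulated under each scaling. For leaf isotigs the paper puts biological process first, in a figure whose legend names the candidate genes, and here it was first over all isotigs, at 39.9%, while among called leaf isotigs cellular component was first, at 44.0%; in roots biological process was first in both. With each called leaf isotig counted once per category, molecular function (34.5%) and biological process (34.1%) were ahead of cellular component (31.3%). The paper gives ALDH12A1 as up-regulated in leaves alone, and here it was up-regulated in roots, by gene and for 1 of 2 isotigs, and in leaves for 1 of 2 isotigs. DHN1 is given as up-regulated in leaves, where its isotig had 0 control and 5 drought reads and was not called here or in the authors' table. A leaf isotig of P5CS2, a root isotig of GSTU25 and the leaf isotigs of AtLEA4-1, which the paper names, were called with 0 set to 0.5 and not with 0 set to 1. No isotig carried the symbols ALDH1 or LEA. The paper describes sucrose synthase, starch synthase and starch branching enzyme as activated and AGPase as not, and here SUS2 rose in both tissues, with the leaf call lost under TMM and an assumed coefficient of variation of 0.2, SUS3 rose in leaves and SS1 and SS3 in roots, and ADG1 was not called, while the sucrose synthase genes SUS4 and SUS6 fell in roots. SBE2.2 was called higher in both tissues, with both calls lost under Fisher's exact test, Table 1 totals and size factors, among others, and the leaf call also under TMM.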

Other observations

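The tests of explanations in this part were chosen after the results were seen. Nitrate and ammonium assimilation fell in roots, with 8 of 12 measured genes down-regulated and none up-regulated (7 adjusted over the list alone), and a median of -2.76 relative to all genes (-2.15 before subtraction, with genes of 0 reads at their bound). The nitrate reductase genes NIA1 and NIA2 fell from 74 to 5 and from 72 to 0 reads, and NIR1, nitrite reductase, fell 19.4-fold (7.33 to 72.9). In leaves 3 of 10 were down-regulated and 1 up-regulated (2 and 1 adjusted over the list alone), ASN1, asparagine synthetase, rising 6.21-fold (2.98 to 14.5). In roots 5 of 27 genes of cell wall expansion and 9 of 28 of histones, tubulins and cell cycle were down-regulated and 0 and 1 up-regulated, the same adjusted over the list alone. CESA1, a cellulose synthase, fell 5.30-fold (2.93 to 10.4) and TUA6, a tubulin, 2.67-fold (2.19 to 3.28), while the 1 up-regulated gene, PCNA2, was not called under Table 1 totals or size factors. In leaves 2 of 18 and 1 of 16 were up-regulated (1 and 0 adjusted over the list alone), none of the 16 under the other scalings, and the median of the 16 was -1.08 relative to all genes, at percentile 0.455. Phenylpropanoid and lignin synthesis had 7 of 16 root genes down-regulated, also adjusted over the list alone, among them PRX52, 21.5-fold (10.2 to 54.2), and 3 of 15 leaf genes up-regulated (2 adjusted over the list alone), of which 1 remained under each other scaling. The list of jasmonate synthesis and signalling gave 3 of 13 down-regulated in roots, the lipoxygenases LOX1 and LOX5 and JAR1. In leaves 1 of 13, LOX1, was up-regulated (2 in roots and 0 in leaves adjusted over the list alone), the leaf call being lost under the other scalings. The root call of JAR1 was lost with the isotig with most reads alone. Whether these lipoxygenases serve jasmonate synthesis was not examined.

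Among root genes of the raffinose family and galactinol, 5 of 10 were up-regulated and 2 down-regulated (4 and 2 adjusted over the list alone), GolS2, a galactinol synthase, rising 11.7-fold (5.69 to 28.1). In leaves 1 of 9 was up-regulated and 1 down-regulated (1 and 0 adjusted over the list alone). Of heat shock proteins and chaperones, 5 of 26 in roots and 2 of 13 in leaves were up-regulated, the same adjusted over the list alone, and TMM ended the leaf calls. HSP101 rose 3.70-fold (2.04 to 7.10) in roots. Antioxidant enzymes gave 2 of 10 up-regulated and 1 down-regulated in roots, where DHAR2 rose 6.69-fold (4.23 to 11.0), and 1 of 9 each way in leaves (2 and 1, and 0 and 0, adjusted over the list alone), which became 0 and 2 under the other scalings. In leaves, 1 of 15 genes of the aquaporin list was up-regulated and 2 down-regulated (0 and 1 adjusted over the list alone), and 0 and 2 under the other scalings. Cytosolic ribosomal proteins had 2 of 22 up-regulated and 1 down-regulated in roots (the same adjusted over the list alone), the latter RPP13, a disease resistance protein, with a median of -0.06 relative to all genes, and 2 of 26 up-regulated in leaves (1 adjusted over the list alone), or 1 each way under the other scalings. The housekeeping comparison had 1 of 9 up-regulated and 3 down-regulated in roots and 1 of 7 up-regulated in leaves, the same adjusted over the list alone, with a leaf median of -0.45 relative to all genes, and under TMM 1 up-regulated and 3 down-regulated in leaves. No member of the list of chloroplast-encoded transcripts had an Arabidopsis match in either tissue. Of mitochondria-encoded transcripts none of 4 was called in roots and 1 of 3 was up-regulated in leaves, also adjusted over the list alone. In roots none of 12 genes of the light reactions or 5 of chlorophyll synthesis was called, 1 of 3 of the Calvin cycle was down-regulated, also adjusted over the list alone, and of 6 of photorespiration 1 was up-regulated and 1 down-regulated (1 and 0 adjusted over the list alone). PCNA2 and RPP13 were named after their values were seen.

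More leaf isotigs were up-regulated than down-regulated, 62.3% of those called (59.9 to 64.7). With the same isotig column sums as totals it was 67.0% with 1 isotig per isogroup and 72.3% by gene. The intervals here treat isotigs, which can repeat reads, as independent. A candidate explanation is that reads of the isogroup of the Rubisco small subunit are counted once for each of its isotigs in the totals. With that isogroup entering by its own reads the share was 51.8% (49.2 to 54.4), 56.8% (53.1 to 60.4) with 1 isotig per isogroup and 59.5% (55.2 to 63.8) by gene. These repeats thus raised the share in each unit, and whether they account for all of the excess stays open. Whether more leaf transcripts rose than fell as shares of all reads sequenced stays open too, since with the reads of Table 1 as totals the share was 42.5% (39.9 to 45.2), but 47.2% (43.5 to 51.0) with 1 isotig per isogroup and 48.8% (44.3 to 53.3) by gene. A biological explanation was not tested. Repeated reads in the root totals were not examined in this way.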
